# MicroRNA Dynamics and Functions During Arabidopsis Embryogenesis

**DOI:** 10.1105/tpc.19.00395

**Published:** 2019-09-27

**Authors:** Alexandra Plotnikova, Max J. Kellner, Michael A. Schon, Magdalena Mosiolek, Michael D. Nodine

## Abstract

MicroRNAs (miRNAs) are short noncoding RNAs that mediate the repression of target transcripts in plants and animals. Although miRNAs are required throughout plant development, relatively little is known regarding their embryonic functions. To systematically characterize embryonic miRNAs in Arabidopsis (*Arabidopsis thaliana*), we developed or applied high-throughput sequencing-based methods to profile hundreds of miRNAs and associated targets throughout embryogenesis. We discovered dozens of miRNAs that dynamically cleave and repress target transcripts, including 30 that encode transcription factors. Transcriptome analyses indicated that these miRNA:target interactions have profound effects on embryonic gene expression programs. Moreover, we demonstrated that the miRNA-mediated repression of six transcription factors are individually required for proper division patterns of various embryonic cell lineages. These data indicate that the miRNA-directed repression of multiple transcription factors is critically important for the establishment of the plant body plan, and they provide a foundation to further investigate how miRNAs contribute to these initial cellular differentiation events.

## Abstract (precis)

Genome-wide analysis of microRNA dynamics and functions during *Arabidopsis thaliana* embryogenesis uncovers microRNA:target interactions with profound effects on embryonic gene expression and morphogenesis programs.

## INTRODUCTION

MicroRNAs (miRNAs) are a class of small regulatory RNAs (sRNAs) that posttranscriptionally repress gene expression and regulate cellular differentiation during plant and animal development (Bartel, 2004; Jones-Rhoades et al., 2006; Plasterk, 2006; Chen, 2009). Plant miRNA precursors fold into characteristic RNA stem-loop structures that are recognized and processed into mature ∼21-nucleotide miRNAs by the *RNa*seIII domain-containing protein DICER-LIKE1 (DCL1; Park et al., 2002; Reinhart et al., 2002). miRNAs are then loaded onto ARGONAUTE1 (AGO1) proteins and guide the complex to sequences in target RNAs that are almost perfectly complementary to the miRNA (Jones-Rhoades and Bartel, 2004; Allen et al., 2005). In general, miRNAs recognize single sites in target transcripts, and the high degree of miRNA:target duplex basepairing results in target RNA cleavage, although translational repression has also been reported (Llave et al., 2002; Aukerman and Sakai, 2003; Kasschau et al., 2003; Chen, 2004; Jones-Rhoades and Bartel, 2004; Gandikota et al., 2007). The miRNA-mediated cleavage and repression of transcripts including those encoding transcription factors is required throughout development (Jones-Rhoades et al., 2006; Chen, 2009; D’Ario et al., 2017).

Although miRNAs have been implicated in an array of postembryonic developmental processes, their functions during embryogenesis remain less well-characterized (Vashisht and Nodine, 2014). This is primarily due to early embryos being small and deeply embedded in maternal seed coat tissues, which makes it difficult to isolate them at high purity and characterize the corresponding RNA populations (Schon and Nodine, 2017). Nevertheless, the precursors of the shoot and root meristems and three main radial tissue layers are precisely established during early embryogenesis, and miRNAs are required for most of these early patterning events (Schwartz et al., 1994; Nodine and Bartel, 2010; Willmann et al., 2011; Seefried et al., 2014). Moreover, miRNAs are required to prevent the precocious expression of genes involved in embryo maturation when storage macromolecules such as oil bodies accumulate (Nodine and Bartel, 2010; Willmann et al., 2011). Embryonic miRNAs therefore help define cell-specific gene expression programs according to both spatial and temporal cues. For example, miR165/166 spatially restrict RNAs encoding homeobox-leucine zipper family transcription factors during embryogenesis (McConnell et al., 2001; Smith and Long, 2010; Miyashima et al., 2013), and miR156/157-mediated repression of SQUAMOSA PROMOTER BINDING PROTEIN-LIKE (SPL) transcription factor genes is required for both the proper divisions of root meristem precursors and to prevent the precocious expression of maturation phase genes (Nodine and Bartel, 2010). Arabidopsis (*Arabidopsis thaliana*) *mir160a* loss-of-function mutant embryos divide incorrectly, and the abnormal cotyledon phenotypes of seedlings expressing transgenes containing mutations in miR160, miR170/171, or miR319 target sites suggest that the corresponding miRNA activities are required for embryo morphogenesis (Palatnik et al., 2003; Mallory et al., 2005; Liu et al., 2010; Takanashi et al., 2018). The cell-type–specific miR394-mediated repression of transcripts encoding the LCR F-box protein is also required for patterning embryonic apical domains (Knauer et al., 2013).

Despite these individual examples of embryonic miRNA functions and miRNA profiling studies on late-staged plant embryos (Oh et al., 2008; Huang et al., 2013; Xu et al., 2018), a comprehensive understanding of embryonic miRNA populations and their individual contributions to embryogenesis is incomplete. Arabidopsis embryos are ideal model systems to investigate the roles of miRNAs during plant embryogenesis. Not only do the available genomic and genetic resources in Arabidopsis facilitate the functional characterization of miRNA, but Arabidopsis embryos undergo a series of highly stereotypical cell divisions to generate the basic body plan (Mansfield and Briarty, 1991; Palovaara et al., 2016). Therefore, early Arabidopsis embryos with disrupted miRNA functions can be examined for abnormal cell division patterns to test whether the corresponding miRNAs are required for morphogenesis, and thus yield insights into the molecular basis of the corresponding patterning events.

In this study, we developed a low-input small RNA sequencing (sRNA-seq) method to generate profiles of hundreds of miRNAs and used the recently developed parallel analysis of RNA 5′ ends (nanoPARE) approach (Schon et al., 2018) to identify corresponding target transcripts throughout embryogenesis. We found that miRNAs dynamically cleave and repress at least 59 transcripts, including 30 encoding transcription factors belonging to eight different families. As a proof-of-principle of this data set’s utility, we selected individual miRNA/target interactions to investigate further and demonstrated that the miRNA-mediated repression of six RNAs encoding transcription factors are individually required for the proper cell division patterns of various postembryonic tissue-type precursors. Therefore, this resource provides a foundation to further investigate how miRNAs help coordinate the formation of the basic body plan by posttranscriptionally restricting their targets, including transcription factors, to specific stages and cell-types.

## RESULTS

### Establishment of Low-Input sRNA-Seq Method

To systematically characterize the dynamics and functions of individual embryonic miRNAs in Arabidopsis, it was first necessary to identify the miRNAs present in developing embryos. However, standard high-throughput sRNA-seq methods require relatively large amounts of total RNA, which are impractical to obtain from early embryos. The sequential ligation of adapters onto the hydroxyl and monophosphate groups at the respective 3′ and 5′ termini of sRNAs, followed by reverse transcription and PCR amplification during conventional sRNA-seq library preparation, requires ≥500 nanograms (ng) of total RNA, which is ∼100 times more than can be obtained from early Arabidopsis embryos. More recent sRNA-seq methods can profile sRNAs from as little material as a single cell, but they do not enrich for sRNAs to the same extent as conventional methods (Faridani et al., 2016). Therefore, to enable the profiling of miRNAs present in developing Arabidopsis embryos, we developed a method employing the NEBNext Multiplex Small RNA Library Prep Set for Illumina Kit (New England Biolabs) that is suitable for the low amounts of total RNA obtainable from early embryos (i.e. 1 to 5 ng). In brief, we included polyacrylamide gel-based size-selection methods to enrich for sRNAs from total RNA before the first adapter ligation step, as well as to enrich for desired sRNA cDNAs after final PCR amplification (see Methods for details). We also reduced the amounts of 3′ adapters, reverse transcriptase primers, and 5′ adapters used in the NEBNext kit when starting with ≤500 ng of total RNA.

We compared sequencing data from libraries generated with 500, 50, 5, 1, or 0.5 ng of total RNA isolated from bent-cotyledon stage Columbia-0 (Col-0, hereafter referred to as “wild-type”) embryos to determine how well the method enriches for sRNAs, as well as the method’s reproducibility and accuracy when starting with different amounts of total RNA. 

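Of these libraries, the deposited files hold 1 library each from 50, 5, 1 and 0.5 ng of bent-cotyledon total RNA, so no spread between replicates can be given for a single amount. The 50-ng library held 11426006 genome-matching reads, the 5-ng library 4541069, the 1-ng library 514714 and the 0.5-ng library 1025140, as given by the ratio of the deposited counts to the deposited levels. For each mature miRNA and each read length, the authors deposited the reads assigned to it, as an expected count that may be a fraction where a read matched several loci, and the same level scaled to genome-matching reads (RPM). Here, reads of 20 to 24 bases were summed over the mature miRNAs of each family. A level of 3 reads corresponded to 0.263 RPM in the 50-ng library, 0.661 RPM in the 5-ng library, 5.83 RPM in the 1-ng library and 2.93 RPM in the 0.5-ng library. These floors cover counting error only, since the reads were amplified by PCR and carry no molecular identifiers. The interval of r given below covers variation across families only, and not that between replicate libraries. The 3 replicate bent-cotyledon libraries do not have an amount of RNA in their labels, and the spike-ins are not analysed here.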

Approximately 21-nucleotide miRNAs and 24-nucleotide small interfering RNAs that typically begin with uridine- and adenosine-monophosphates, respectively, are characteristic features of plant sRNA populations (Borges and Martienssen, 2015). As expected for plant sRNAs, libraries generated from all input amounts of total RNA predominantly consisted of 21- to 24-base reads, with the first position of the 21- and 24-base reads enriched for thymine and adenine, respectively (Figures 1A and 1B; Supplemental Figures 1A to 1C). The distribution of sRNA-seq read sizes and 5′ nt biases indicated that the sRNA-seq protocol highly enriches for sRNAs from as little as 0.5 ng of total RNA. To determine the reproducibility of the method across various amounts of input RNA, we compared miRNA family levels between libraries constructed from 500 ng of total RNA with those generated from either 50, 5, 1, or 0.5 ng of total RNA. miRNA levels were highly correlated between biological replicate libraries generated from 500 ng of total RNA (Pearson’s *R* > 0.99; Supplemental Figures 1D and 1E). Pearson’s correlation coefficients were >0.9 between 500-ng libraries and all libraries generated from ≥1 ng of total RNA (Figure 1C; Supplemental Figures 1F to 1H).

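Pearson's r of log10(RPM + 1) across miRNA families was computed for each smaller amount against the 50-ng library, over the families detected in either library; families are not independent replicates. It was 0.910 for 5 ng (132 families; 95% interval by the Fisher transformation, 0.876 to 0.936), 0.884 for 1 ng (130 families) and 0.832 for 0.5 ng (131 families). With ranks in place of levels, Spearman's rho for 5 ng was 0.7003, which moved this value most. Against the 3 replicate bent-cotyledon libraries, r lay between 0.953 and 0.962 for 50 ng, between 0.896 and 0.897 for 5 ng, between 0.894 and 0.899 for 1 ng and between 0.833 and 0.838 for 0.5 ng. The 3 bent-cotyledon replicates had r of 0.987 to 0.995 with one another.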

**Figure 1.**
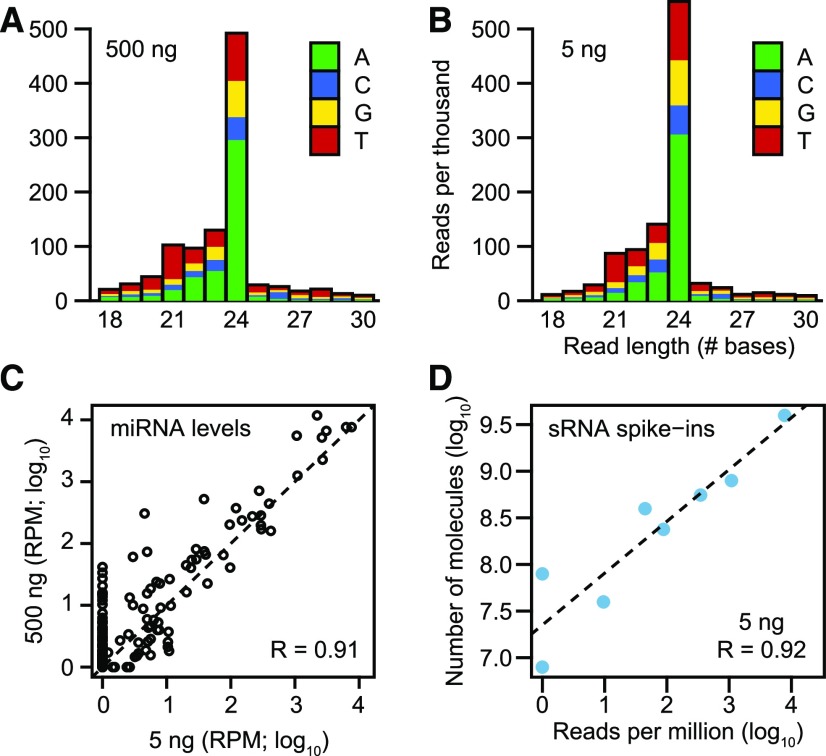
Establishment of Low-Input sRNA-Seq Method **(A)** and **(B)** Stacked bar charts of normalized sRNA-seq read levels (reads per thousand genome-mapping reads) across different base lengths in libraries generated with either 500 ng **(A)** or 5 ng **(B)** of total RNA isolated from bent-cotyledon stage embryos. Colors indicate the proportions of sRNA-seq reads that begin with various bases as indicated in the key. **(C)** Scatterplot of miRNA family levels in sRNA-seq libraries generated from 5 ng and 500 ng of total RNA. sRNA levels were normalized for RPM and log_10_-transformed. Pearson’s *R* value is indicated, as well as a dashed line with an intercept of 0 and slope of 1. **(D)** Scatterplot of relative sRNA spike-in levels (RPM; log_10_) as compared with the absolute number of sRNA spike-in molecules (log_10_) added during RNA isolation for a sRNA-seq library generated from 5 ng of total RNA. Pearson’s *R* value is shown, and the dashed line represents a linear model derived from the plotted data points.

We also assessed the accuracy of this low-input sRNA-seq method across the dilution series of input RNA by adding exogenous sRNA oligonucleotides (i.e. spike-ins; Lutzmayer et al., 2017) during RNA isolation before library construction and examined spike-in levels in the resulting sRNA-seq data sets. If the method accurately quantified sRNA levels, we would expect a high correlation between the absolute number of spike-in molecules added and the number of sRNA-seq reads mapping to the spike-ins. Pearson’s correlation coefficients between the absolute amounts of spike-ins added and the relative amounts of spike-ins sequenced were >0.9 for all libraries generated from ≥1 ng total RNA (Figure 1D; Supplemental Figures 1I to 1L). The progressive increase in the number of undetected miRNA families and sRNA spike-ins as total RNA amounts decreased indicated that the sensitivity of the method was reduced when starting with <50 ng of total RNA (Figures 1C and 1D; Supplemental Figures 1G, 1H, 1K, and 1L). 

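In these libraries, 129 miRNA families were detected from 50 ng of total RNA, 70 from 5 ng, 54 from 1 ng and 37 from 0.5 ng. Of the 129 families, 62 were not detected from 5 ng, 76 from 1 ng and 94 from 0.5 ng. The loss fell on families with low levels: of the 37 families with at least 10 RPM in the 50-ng library, 36 were detected from 5 ng, 35 from 1 ng and 26 from 0.5 ng. The depth of the libraries also differed, and the 1-ng library was the shallowest. The 0.5-ng library was deeper than the 1-ng library and held fewer of the families, so depth does not account for that step; for 50 to 5 ng and 5 to 1 ng, the effect of depth was not separated from that of the amount of RNA. From the increase in undetected families and spike-ins as the amount of RNA decreased, the paper concludes that the method was less sensitive below 50 ng.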

Regardless, the modified sRNA-seq library construction method allowed us to highly enrich for sRNAs and to reproducibly and accurately quantify miRNA levels when starting with 1–5 ng of total RNA, which are amounts obtainable from early Arabidopsis embryos.

### Embryonic miRNA Dynamics

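Small RNAs were profiled in wild-type embryos at 8 stages (preglobular, globular, early heart, late heart, early torpedo, late torpedo, bent cotyledon and mature green) and in dcl1-5 globular embryos, with 3 biological replicates per group and thus 27 libraries. Each replicate was a separate pool of embryos, and the replicate numbers are those of the sample labels. Genome-matching reads per library ranged from 2050779 to 10268499 in preglobular (median 6002619), from 16145304 to 52374394 in globular (median 17407900) and from 1665910 to 2957950 in early heart embryos (median 2079010). They ranged from 11299000 to 13898204 in late heart (median 13198696), from 12029402 to 14402701 in early torpedo (median 12833699) and from 20801794 to 26868894 in late torpedo embryos (median 25975998). Bent cotyledon libraries held 19280001 to 24977399 reads (median 19415398), mature green libraries 28000510 to 33945806 (median 29169109) and dcl1-5 globular libraries 7505988 to 30156110 (median 14395702). The authors trimmed the reads with Cutadapt, aligned them to the TAIR10 genome with STAR without mismatches, reassigned reads with several matches by a rich-get-richer algorithm, and normalized to the total of genome-matching reads. The files list 427 mature miRNAs in 313 families. For the comparisons between groups, log2(RPM + 1) of each family was fitted with limma, with an intensity trend, over the families with a mean of at least 10 RPM in at least 1 wild-type stage, and p-values were adjusted by the Benjamini-Hochberg method. Preglobular and globular stages were compared as pre-cotyledon stages with the 5 transition stages from early heart to bent cotyledon, and these with mature green. Pearson's r between replicates of a stage ranged from 0.901 to 0.936 in preglobular embryos, from 0.942 to 0.958 in globular embryos and from 0.946 to 0.987 in early heart to early torpedo embryos. It was at least 0.979 in later wild-type stages and 0.817 to 0.888 in dcl1-5 embryos.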

We then used this low-input sRNA-seq method to generate libraries using total RNA isolated from embryos at eight developmental stages including three main phases of embryogenesis (Figure 2A; Supplemental Data Set 1; Hofmann et al., 2019). Three pools of 50 embryos were isolated from each of the eight stages from different plants and on different days, and considered biological replicates (1,200 embryos in total). At least 80% of the total RNA isolated from each biological replicate was used to generate sRNA-seq libraries, and the remainder was used to generate full-length cDNAs to profile either transcriptomes (Hofmann et al., 2019) or miRNA-mediated cleavage products. Previous analysis of mRNA-seq libraries generated from an aliquot of the same total RNA demonstrated that the embryonic RNA samples were not significantly contaminated with nonembryonic RNAs (Hofmann et al., 2019), which had been a frequent problem in early embryonic Arabidopsis transcriptome data sets (Schon and Nodine, 2017; Hofmann et al., 2019). Total miRNA levels fluctuated in wild-type embryos according to their developmental stage, but were almost completely lost in *dcl1*-5 null mutants (Figure 2B). 

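DCL1, whose transcript carries the dcl1-5 mutation, had 0.0226, 0.0359 and 0.0268 TPM in the 3 dcl1-5 globular mRNA-seq libraries, from 4, 5 and 4 estimated counts; wild-type mRNA-seq is not analysed here. Total miRNA levels, summed over all families (mean ± SD, n = 3), were 26504 ± 5079 RPM in preglobular, 25728 ± 8430 RPM in globular and 28123 ± 3494 RPM in early heart embryos. They were 39853 ± 2453 RPM in late heart, 51407 ± 5199 RPM in early torpedo, 63269 ± 1865 RPM in late torpedo, 50960.4 ± 2017 RPM in bent cotyledon and 35685 ± 7121 RPM in mature green embryos. The late torpedo mean was 2.46 times the globular mean, the lowest of the 8 stages (permutation test of the F statistic over stages, p = 1e-05, the smallest that 100000 permutations can give). Without the most abundant family, miR161.1, this ratio was 2.74. Between adjacent stages, the libraries did not overlap from early heart to late heart (ratio 1.42) or at any of the later 4 steps (ratios 1.29, 1.23, 0.806 and 0.7002), each with a two-sided exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. They overlapped from preglobular to globular (ratio 0.971, exact permutation p = 0.9) and from globular to early heart (ratio 1.09, exact permutation p = 0.7). In dcl1-5 globular embryos, the total was 317 ± 109.7 RPM (SD, n = 3), 1.23% of the wild-type globular total (81.3-fold lower; log2 change -6.34; two-sided exact permutation p = 0.1, where no smaller p is possible). Every dcl1-5 library, at 316, 207 and 426 RPM, was below every wild-type globular library, at 18665, 23459 and 35060.4 RPM. With replicates of the same number paired, the log2 change was -6.36 (two-sided exact permutation p = 0.25, the smallest that 3 pairs allow). Across families, the deviations of same-numbered wild-type and dcl1-5 replicates had a mean r of 0.126, against -0.063 for replicates with different numbers. Of the 59 families tested with limma, 41 were lower in dcl1-5 and 0 were higher at an adjusted p under 0.05; at an unadjusted p under 0.05, 0 were higher as well. With the replicate number as a block, 39 were lower and 0 higher. Measured as log2(RPM + 1), which limits the change of families with low levels, the largest decrease was that of miR831-3p. It fell from 1124 ± 155.5 to 3.09 ± 1.85 RPM (log2 change -8.22, standard error 0.44, adjusted p = 0.000116). Next was miR166b-5p, from 547 ± 211 to 1.46 ± 1.28 RPM (log2 change -7.86, standard error 0.46, adjusted p = 0.000141). Each group had n = 3. The sequence of miR166b-5p is identical to that of miR166a-5p, so its level depends on how the authors divided shared reads. By the same measure, the other 3 families with the largest decreases were miR165a-5p (log2 change -7.65), miR156b-3p (log2 change -7.54) and miR156/157 (log2 change -7.23). As a share of the wild-type level, some families with lower levels fell further than miR831-3p, of which 0.275% was left. Among them were miR846-3p (0% left of 10.5 RPM) and miR447 (0.0879% left of 12.6 RPM). The choice of scaling moved the counts most: scaled to total miRNA reads, 11 families were lower and 2 higher, so that 15.4% of the calls were higher against 0% with RPM. That scaling moved the median log2 change of all tested families from -2.94 to -0.88. From these totals, the paper states that miRNAs were nearly absent from dcl1-5 embryos and that their levels varied with the stage in wild type.

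**Figure D1:**
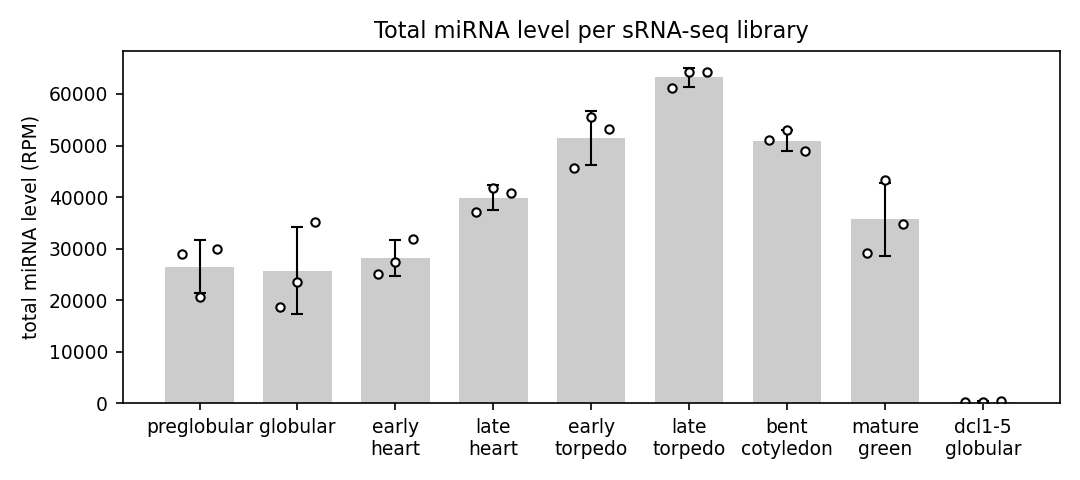
Total miRNA level in RPM (y axis) in each stage of wild-type embryos and in dcl1-5 globular embryos (x axis). Bars are means, error bars are SDs over 3 biological replicates and points are libraries; the dcl1-5 libraries lie between 207 and 426 RPM, below every wild-type globular library.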

Because *DCL1* is required for miRNA biogenesis (Park et al., 2002; Reinhart et al., 2002), this further supports the validity of the miRNAs identified in the sRNA-seq libraries. Principal component analysis of miRNA family levels in libraries generated from embryonic and postembryonic tissues demonstrated that biological replicates clustered together (Figure 2C; Supplemental Figure 2). Furthermore, the developmental stages of the embryonic samples were stratified along the second principal component and were clearly separated from the postembryonic leaf and flower samples. 

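The principal component analysis was repeated on log10(RPM + 1) of the 59 families with at least 10 RPM in a stage, with libraries as variables, each centred. Among the 24 wild-type embryonic libraries, the first component held 85.4% of the variance and the second 8.38%. Over every detected family instead, a setting chosen after the data were seen, these shares were 92.3% and 4.10%. The loadings on the second component followed the order of the stages (Spearman's rho over the 24 libraries, 0.990), a rank relation in which replicates of a stage share a rank. With libraries as observations, which was also chosen after the data were seen, the first component held 58.1% of the variance and the second 17.1%. Spearman's rho with the order of the stages was then 0.977 for the first component and 0.0525 for the second. For 20 of the 24 libraries, with libraries as variables, the nearest library in the plane of both components was a replicate of the same stage. With 1 leaf and 1 floral bud library added, loadings on the first component were -0.130 for leaf and -0.152 for floral bud, outside the embryonic range of -0.217 to -0.164. On the second component of that set, embryonic libraries ranged from -0.326 to 0.300; the floral bud library, at 0.214, lay within this range and the leaf library, at 0.331, outside it. With libraries as observations, both lay outside the embryonic range of the second component, -0.960 to 1.83, at -5.87 for leaf and -3.44 for floral bud.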

By applying the low-input sRNA-seq method to developing embryos, we were therefore able to generate high-quality profiles of embryonic miRNAs, which changed in composition across developmental stages.

**Figure 2.**
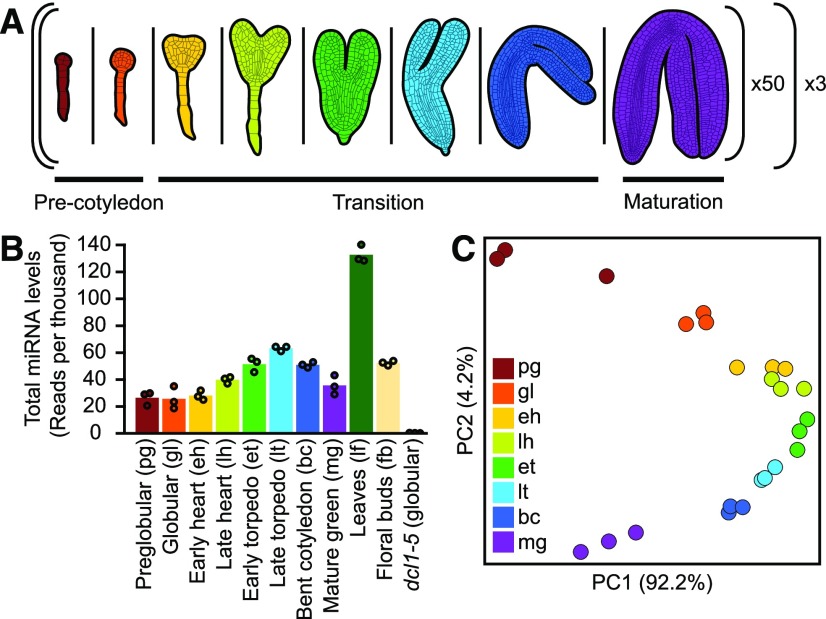
Application of the Low-Input sRNA-Seq Method to Arabidopsis Embryos **(A)** Schematic of sRNA profiling experiment across embryogenesis with the low-input sRNA-seq method. Fifty embryos from each of eight different embryonic stages spanning three indicated main phases of embryogenesis were pooled into individual biological replicates. This was repeated three times for each stage to generate three biological replicates for each of the eight developmental stages (i.e. 24 libraries from a total of 1,200 embryos). **(B)** Bar chart displaying the total amount of miRNAs detected across wild-type embryogenesis, leaves, and floral buds, as well as in miRNA-deficient *dcl1*-*5* embryos isolated at the globular stage. miRNA levels were normalized by reads per thousand genome-mapping reads. Points indicate the mean levels of individual biological replicates. Individual stages together with their abbreviations are labeled. **(C)** Principal component analysis illustrating the relationships of the 24 sRNA-seq libraries generated from wild-type embryonic tissues based on miRNA levels. Embryonic stages are labeled according to the key.

We detected 349 miRNAs belonging to 259 families in at least one embryonic stage (Supplemental Data Set 2). 

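With detection taken as a level above 0 RPM in at least 1 wild-type library, 349 mature miRNAs from 262 families were detected. A stage mean of at least 1 RPM moved these counts most, to 164 miRNAs in 116 families. With reads in at least 2 replicates of a stage, 307 miRNAs were detected, and with reads in all 3 replicates, 267. Of the 427 mature miRNAs in the files, 123 share their sequence with another locus, so that reads of 45 sequences were divided between loci by the authors' assignment. The number of miRNAs detected per library rose from 80 to 100 in preglobular embryos to 261 to 268 in mature green embryos. After every library was thinned to 1665910 reads, the smallest depth, the mean was 80.9 ± 9.36 in preglobular and 158.7 ± 4.02 in mature green embryos (SD, n = 3 each; ratio 1.96; two-sided exact permutation p = 0.1, the smallest possible). An miRNA at 3 reads would have 1.01 to 1.80 RPM in the early heart libraries and 0.0884 to 0.107 RPM in the mature green libraries. The rarest miRNAs are thus more easily missed in the shallower stages. Thinning does not address the amount of RNA, which the labels do not give by stage. In the dilution series, 176 miRNAs were detected from 50 ng, 99 from 5 ng, 81 from 1 ng and 58 from 0.5 ng, at depths that also differed. The effect of the amount of RNA was therefore not separated from that of the stage.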

We then selected 59 miRNA families detected with an average of ≥10 reads per million genome-matching reads (RPM) in at least one embryonic stage to examine in greater detail. 

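The same threshold on the mean of the 3 replicates gave 59 families. With at least 10 RPM required in all 3 replicates of a stage, 52 families passed, and with the median in place of the mean, 58. Leaving out each replicate in turn gave 58 to 60 families. With 20- to 22-base reads alone, 57 families passed, and with 21-base reads alone 47, both restrictions chosen after the data were seen. The 5 families with the largest shares of wild-type miRNA reads were miR161.1 (19.3%), miR156/157 (14.1%), miR165/166 (13.3%), miR162 (13.3%) and miR159 (9.59%). Across the 8 stages, 57 of the 59 families differed at an adjusted p under 0.05 (limma, moderated F test). Relative to pre-cotyledon stages, 44 families were higher and 7 lower in transition stages, and relative to these, 15 were higher and 29 lower in mature green embryos. Without a minimum level, the alternative that moved these counts most, 144 of 262 families differed between stages. Scaled to total miRNA reads, the median log2 change was 1.21 in place of 1.47 in transition stages and -0.55 in place of -0.90 in mature green embryos.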

Three groups of miRNAs with similar dynamics across embryogenesis were observed (Figure 3A; Supplemental Figure 3). 

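In the group of 22 families that Figure 3A places last, 21 were higher in transition than in pre-cotyledon stages at an adjusted p under 0.05, with a median log2 change of 1.79 (range 0.66 to 4.75). In mature green embryos, 15 of the 22 were higher than in transition stages and 0 were lower, with a median log2 change of 1.03 (range -0.41 to 4.96). The stage with the highest mean was late torpedo for 4 of these families, bent cotyledon for 12 and mature green for 6. Among families of this group whose libraries did not overlap between mature green and transition stages, the largest increases in mature green embryos were those of miR858 (log2 change 4.96, standard error 0.37, adjusted p = 1.7e-10), from 7.57 ± 9.21 RPM (n = 15) to 207 ± 167.1 RPM (n = 3), of miR824-3p (log2 change 4.43, standard error 0.32, adjusted p = 1e-10) and of miR824-5p (log2 change 2.64). In transition stages, miR165/166 had a log2 change of 3.31 (standard error 0.23) and miR156c-3p one of 2.48 (standard error 0.25, adjusted p = 7e-09).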

Twenty-two miRNA families accumulated during the late transition phase and persisted in mature green embryos. These included miR394, miR403, and miR170/171, as well as miR167 and miR390, which were both previously detected in late-stage embryos with whole-mount RNA in situ hybridizations (Ghosh Dastidar et al., 2016). 

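The level of miR167 rose from 1.90 ± 3.54 RPM in pre-cotyledon (n = 6) to 104 ± 121 RPM in transition (n = 15) and 285 ± 122 RPM in mature green embryos (n = 3; SD). Its log2 change was 4.75 (standard error 0.27, adjusted p = 1.5e-12) in transition stages and 2.40 (standard error 0.36, adjusted p = 5.9e-06) in mature green embryos. Bent cotyledon embryos, counted among the transition stages, already had 324 ± 25.5 RPM of miR167, its highest stage mean. The second change thus reflects the lower levels of earlier transition stages. For miR390, the log2 change was 4.49 (standard error 0.24, adjusted p = 5.3e-13) in transition stages, from 0.535 ± 0.837 to 33.1 ± 16.0 RPM, and 0.01 (adjusted p = 0.990) in mature green embryos, at 32.9 ± 15.4 RPM. That last change took either sign as single replicates were left out, from -0.30 to 0.43. The level of miR403-3p rose from 152 ± 67.8 to 538 ± 214 RPM (log2 change 1.85, adjusted p = 5.5e-09) and was 669.96 ± 128 RPM in mature green embryos (log2 change 0.41, adjusted p = 0.113). For miR170/171, log2 changes were 1.09 (adjusted p = 4.8e-05) and then 1.34 (adjusted p = 0.000171), to 10.7 ± 1.98 RPM in mature green embryos. Its level did not rise step by step. It was 0 RPM in every preglobular library, 3.78 ± 1.33 RPM in globular embryos and 1.44 to 4.80 RPM in single libraries from early heart to late torpedo. Bent cotyledon embryos already had 11.7 ± 3.22 RPM of miR170/171. The level of miR394 was 3.04 ± 3.71 RPM in pre-cotyledon and 6.40 ± 6.75 RPM in transition stages (log2 change 0.66, adjusted p = 0.0314, up to 0.409 under the alternatives). Within transition stages, it was 2.16 ± 1.63 RPM in early heart, 0.292 ± 0.329 in late heart, 1.32 ± 0.693 in early torpedo, 13.1 ± 1.25 in late torpedo and 15.2 ± 3.25 RPM in bent cotyledon embryos (n = 3 each). Its log2 change in mature green embryos, at 8.95 ± 1.93 RPM, was 1.13 (adjusted p = 0.00847).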

Another set of 25 miRNA families, including miR156/157, miR161, miR164, and miR319, accumulated during the transition phase, but their levels were then reduced in mature embryos. 

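Of the 25 families in this group of Figure 3A, 22 were higher in transition than in pre-cotyledon stages (median log2 change 1.47, range 0.55 to 3.67) and 20 were lower in mature green than in transition stages (median log2 change -1.54, range -2.98 to 0.24). For 16 of the 25, the highest stage mean was that of late torpedo. The level of miR164 was 1.80 ± 2.42 RPM in pre-cotyledon, 15.7 ± 4.74 RPM in transition and 4.97 ± 0.974 RPM in mature green embryos, log2 changes of 2.96 (standard error 0.33, adjusted p = 4.7e-08) and -1.44 (standard error 0.44, adjusted p = 0.00558). For miR161.1, the log2 changes were 0.56 (standard error 0.16, adjusted p = 0.00205) and -1.14 (standard error 0.20, adjusted p = 5.4e-05); scaled to total miRNA reads the first was -0.26 (adjusted p = 0.0576). The level of miR319 rose from 279 ± 108 to 1008 ± 596 RPM (log2 change 1.71, adjusted p = 2.7e-06), and its mean was 1577 ± 609 RPM in late torpedo and 699.9 ± 390.4 RPM in mature green embryos. Relative to all 5 transition stages, the log2 change of miR319 in mature green embryos was -0.43 (adjusted p = 0.251). The level of miR156/157 rose from 3360 ± 1077 to 6532 ± 2508 RPM (log2 change 0.93, adjusted p = 8.7e-05); scaled to total miRNA reads, this log2 change was 0.115 (adjusted p = 0.353). It was highest in late torpedo, at 8477, 12216 and 11063 RPM in the 3 libraries, and was lower in every mature green library, at 3804, 6853 and 7227 RPM. Relative to all 5 transition stages, the log2 change of miR156/157 in mature green embryos was -0.09 (adjusted p = 0.757), which was 0.26 scaled to total miRNA reads. The log2 change of miR158 in transition stages was 2.54 (standard error 0.18), and those of miR164c-3p and miR5024-3p in mature green embryos were -2.98 (standard error 0.34) and -2.47 (standard error 0.34).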

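In the group of 12 families that Figure 3A places first, 7 were lower in transition than in pre-cotyledon stages at an adjusted p under 0.05: miR156b-3p, miR165a-5p, miR3440b-3p, miR408-5p, miR831-3p, miR845 and miR866-3p. The median log2 change of the 12 was -0.82 (range -3.57 to 1.89), and scaled to total miRNA reads 10 of them were lower. One family, miR398, was higher in transition stages, at 488 ± 436 against 142 ± 148 RPM (log2 change 1.89, standard error 0.34, adjusted p = 3.1e-05). In mature green embryos, 9 of the 12 were lower than in transition stages, among them miR165a-5p (log2 change -2.95) and miR156b-3p (log2 change -2.61). The highest stage mean was that of a pre-cotyledon stage for 8 families (preglobular for 6, globular for 2) and that of a heart stage for 4.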

Twelve miRNA families had relatively high levels during early embryogenesis and decreased thereafter. 

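Between preglobular and globular embryos, the level of miR3440b-3p went from 248 ± 67.4 to 13.3 ± 7.91 RPM and that of miR831-3p from 3024 ± 886 to 1124 ± 155.5 RPM (SD, n = 3 each). That of miR845 went from 5698 ± 2666 to 3581 ± 1121 RPM and that of miR866-3p from 14.0 ± 5.27 to 7.62 ± 2.86 RPM, whereas miR156b-3p had 922 ± 95.03 and 900.2 ± 347 RPM. In transition relative to pre-cotyledon stages, the log2 changes were -3.57 for miR3440b-3p (standard error 0.23, adjusted p = 6.4e-12), -3.35 for miR831-3p (standard error 0.18, adjusted p = 5.3e-13), -2.27 for miR866-3p (standard error 0.21, adjusted p = 1.8e-09), -2.25 for miR845 (standard error 0.25, adjusted p = 3.9e-08) and -1.72 for miR156b-3p (standard error 0.18, adjusted p = 2.1e-08). In 1 leaf and 1 floral bud library, miR845 had 39.3 and 1682 RPM, miR831-3p 0 and 39.8 RPM, miR156b-3p 311 and 33.6 RPM, miR3440b-3p 0 and 0.346 RPM, and miR866-3p 0 and 3.11 RPM. The public data from other tissues are not analysed here.

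**Figure D2:**
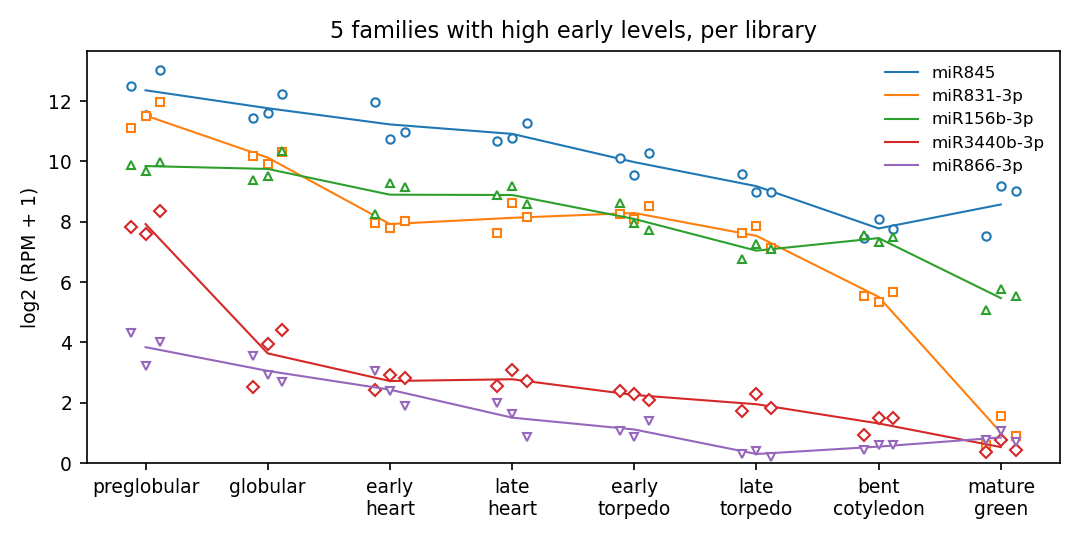
Levels of miR156b-3p, miR831-3p, miR845, miR866-3p and miR3440b-3p as log2(RPM + 1) (y axis) across the 8 wild-type embryonic stages (x axis). Points are libraries and lines join the means of log2(RPM + 1) over 3 biological replicates. In RPM, which is not plotted, miR831-3p has its highest mean, 3024, in preglobular embryos.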

Based on further analysis of internally generated and publicly available sRNA-seq data from 26 tissue types (Xu et al., 2018), five miRNA families were highly enriched during the initial stages of embryogenesis, including miR156b-3p, miR831, miR845, miR866-3p, and miR3440b-3p (Figure 3B; Supplemental Figures 4).

**Figure 3.**
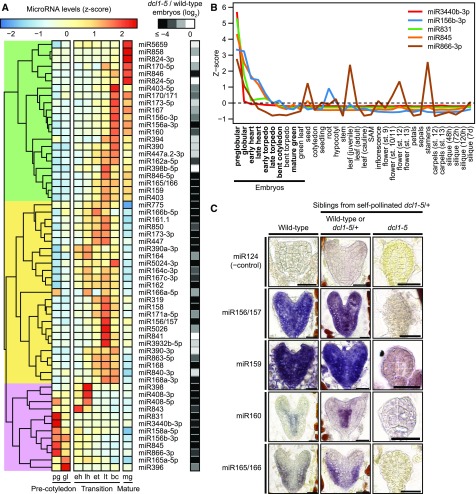
miRNA Dynamics During Embryogenesis **(A)** Heat map illustrating the relative levels of miRNA families across embryogenesis. miRNA families with ≥10 mean RPM in at least one embryonic stage are shown, and colors represent z-scores for each individual miRNA family according to the key. Log_2_-transformed levels of miRNAs in (*dcl1*-*5* + 1)/(wild-type + 1) are annotated. Three major phases of embryo development are labeled at the bottom, and individual columns are labeled according to stage: pg = preglobular; gl = globular; eh = early heart; lh = late heart; et = early torpedo; lt = late torpedo; bc = bent cotyledon; mg = mature green. The dendrogram is highlighted in green, yellow, or violet to indicate three clusters of miRNA families. **(B)** Line graph depicting relative levels (z-scores) of preglobular-enriched miRNA families across development. Five miRNA families were selected based on their enrichment in embryos as compared with internally generated leaf and floral bud sRNA-seq libraries. sRNA-seq libraries generated internally are marked in bold, and published sRNA-seq data from 26 tissue types (Xu et al., 2018) are also shown. **(C)** Representative images of miRNA in situ hybridizations on sections of embryos. Probes antisense to four miRNAs detected in embryonic sRNA-seq libraries are shown, and the corresponding miRNA families are labeled. Probes antisense to the mouse miR124 were used as negative controls, as well as miRNA-deficient *dcl1*-*5* embryos. Scale bars = 20 µm.

To examine whether miRNA levels vary between early embryonic cell types, we adapted a whole-mount sRNA in situ protocol (Ghosh Dastidar et al., 2016) to detect four selected miRNAs in sections of early embryos. Consistent with previous reports (Nodine and Bartel, 2010), miR156/157 was localized throughout wild-type embryos, and a similar pattern was also observed for miR159 (Figure 3C). miR165/166 confers repressive activities in the peripheral cell-types of embryos (McConnell et al., 2001; Smith and Long, 2010; Miyashima et al., 2013), and miR165/166 levels were accordingly higher in these outer cell types (Figure 3C). By contrast, miR160 levels were higher in the innermost vascular precursor cells (Figure 3C). sRNA in situs performed with probes antisense to the mouse-specific miR124 miRNA produced low signal as compared with probes antisense to the four miRNAs in wild-type embryos or embryos with wild-type morphologies from *dcl1*-*5*/+ self-pollinated plants (i.e. wild-type or *dcl1*-*5*/+ embryos; Figure 3C). Moreover, probes antisense to the four miRNAs produced highly reduced signals when applied to miRNA-deficient *dcl1*-*5* embryos as compared with wild-type or *dcl1*-*5*/+ embryos (Figure 3C). These controls further support the specificity of the signal observed from the miRNA in situ hybridizations.

### Identification of Embryonic miRNA Targets

Based on our analyses, embryonic miRNA populations were distinct from those in postembryonic tissues, and their levels frequently exhibited dynamic changes across developmental stages and sometimes cell types. These results suggest that miRNAs have distinct functions during different phases of embryogenesis. Because miRNA functions are largely defined by the targets they regulate, we next determined the targets of embryonic miRNAs. In plants, miRNAs typically bind to highly complementary binding sites within target RNAs and mediate their endonucleolytic cleavage (Llave et al., 2002; Kasschau et al., 2003; Jones-Rhoades and Bartel, 2004). miRNA-mediated cleavage of target RNAs produces cleavage products downstream of the slice site, which can be cloned and sequenced with high-throughput methods referred to as “parallel analysis of RNA ends” (PARE), “genome-wide mapping of uncapped and cleaved transcripts,” or “degradome sequencing” (Addo-Quaye et al., 2008; German et al., 2008; Gregory et al., 2008). Although these groundbreaking technologies have allowed miRNA target identification on a genome-wide scale, they require ≥10,000-fold more input RNA than what was obtainable from early Arabidopsis embryos. We previously developed a method called “nanoPARE” to enable the confident identification of miRNA-mediated target RNA cleavage products from low-input RNA (Schon et al., 2018). To identify embryonic miRNA targets, we therefore generated nanoPARE libraries from the same eight stages of embryogenesis used for miRNA profiling in biological triplicates. In addition to these 24 libraries from wild-type embryos, we also generated nanoPARE libraries from three biological replicates of *dcl1*-*5* globular embryos as controls (Supplemental Data Set 1).

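In nanoPARE, which captures the 5' ends of RNA, an end in excess at the position where an miRNA would direct slicing marks a cleaved target. The deposited sites come from 24 libraries of wild-type embryos, 3 of dcl1-5 globular embryos and 3 each of xrn4-5 seedling roots and shoots, and each stage has 3 biological replicates. The authors masked capped 5' ends and ran EndCut, and deposited for each library the candidate sites with a level in RPM, a fold change over the local background, an Allen score of the pairing between miRNA and target, and an adjusted p-value. The depth of these libraries is unknown, since the files give no read counts, and no interval or smallest detectable level is given for them. A site that a library does not list was taken as 0 RPM.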

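A mean of at least 1 RPM in at least 1 wild-type stage was reached by 164 mature miRNAs, which belong to 116 families. With 20- to 22-base reads alone, a restriction chosen after the data were seen, 341 miRNAs were detected at any level, against 349 with 20- to 24-base reads. A stage mean of at least 1 RPM was then reached by 140 miRNAs in place of 164. With 21-base reads alone, also chosen after the data were seen, 124 reached it.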

The nanoPARE data sets and target predictions for 164 miRNAs detected ≥1 RPM in ≥1 embryonic stage were used as input for the software “EndCut” (Schon et al., 2018). We identified 115 significant target transcript cleavage sites in ≥1 embryonic library (Benjamini–Hochberg-adjusted *P* values < 0.05; Supplemental Data Set 3). These 115 target sites included 59 sites that were identified in ≥2 biological replicates from ≥1 developmental stage. 

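Counted as distinct combinations of miRNA family, gene and position with an adjusted p under 0.05 in at least 1 of the 24 wild-type libraries, there were 119 sites in 112 genes for 41 miRNA families. At an adjusted p under 0.01, the alternative that moved this count most, there were 78. Leaving out each library in turn gave 115 to 119.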

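With significance in at least 2 replicates of a stage, 63 of the 119 sites were high-confidence sites, in 62 genes and for 23 miRNA families. Of these, 59 are the sites of Figure 4B, for 22 families. The other 4 were miR161.2:AT1G63330, miR167:AT3G61310, miR408-5p:AT2G47020 and miR773:CPuORF22. CPuORF22 overlaps AT5G64550, which holds a miR773 site of Figure 4B, and the 50 bases around the AT1G63330 position occur at 2 places in the reference. The bases of miR408-5p lie inside AT2G47020 on the opposite strand. The AT3G61310 site was significant in 1 of the 3 dcl1-5 libraries. Of the 63, 39 were significant in all 3 replicates of a stage, and 6 in all 24 wild-type libraries.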

We refer to these as “high-confidence” targets, and characterized these 59 sites corresponding to 22 miRNA families further. The first positions of nanoPARE reads mark RNA 5′ ends. The number of nanoPARE reads at the 59 high-confidence target sites detected in wild-type embryos was significantly reduced (40.5-fold) in miRNA-deficient *dcl1*-*5* globular embryos (*P* value < 0.0001; two-tailed K-S test; Figure 4A). Moreover, no high-confidence targets were detected in *dcl1*-*5* embryos, and 58/59 of the high-confidence targets detected in developing wild-type embryos had decreased numbers of nanoPARE reads in *dcl1*-*5* embryos (Figure 4B). 

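Summed over the 63 high-confidence sites, the nanoPARE level was 93.2 ± 24.1 RPM in wild-type globular and 2.14 ± 1.77 RPM in dcl1-5 globular libraries (SD, n = 3 each), a 43.5-fold difference (log2 change -5.44; two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). The mean over sites of log2(level + 1), in which no single site dominates, moved this value most, to -0.63. Since 1 RPM is added at each site, the wild-type level bounds this measure, and it cannot be read as a fold difference. Per library it was 0.574 to 0.703 in wild-type globular and 0.0197 to 0.0551 in dcl1-5 globular embryos. At the sites of Figure 4B, the difference was 44.3-fold, and at the 22 sites significant in at least 2 wild-type globular replicates, a choice that itself favours a larger difference, 131-fold. The site in AT1G08125, assigned to miR390a-3p, held 61.8% of the remaining level in dcl1-5 libraries; it had 3.06, 0.454 and 0.466 RPM there and 0.632, 2.84 and 1.499 RPM in wild-type globular libraries (two-sided exact permutation p = 0.8).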

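Per library, 20, 30 and 25 high-confidence sites were significant in wild-type globular embryos and 4, 2 and 2 in dcl1-5 globular embryos, a difference of means of 22.3 (two-sided exact permutation p = 0.1, where 0.1 is the smallest possible). Any effect of library depth, which is unknown, on these counts was not separated from that of the genotype. Of the 63 sites, 51 had a lower mean level in dcl1-5 than in wild-type globular embryos, 2 a higher one and 10 an equal one or no listing in either. Among the sites of Figure 4B, these counts were 48, 1 and 10. Of the 63, 49 were listed in no dcl1-5 library. In dcl1-5 libraries, 6 sites were significant, of which 2 in more than 1 library. These were TAS1A (AT2G27400), at 0.0983 and 0.204 RPM in replicates 1 and 3 against 10.8 ± 2.09 RPM in wild type, and TAS1C (AT2G39675), at 0.214 and 0.124 RPM in replicates 1 and 2 against 23.7 ± 8.82 RPM. The sites in ARF10 (0.356 RPM), HAM2 (0.107 RPM), AGO2 (0.0904 RPM) and AT3G61310 (0.135 RPM) were each significant in 1 dcl1-5 library.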

A lack of signal in *dcl1*-*5* embryos could be explained by either a loss of miRNA-mediated cleavage or technical differences in sample RNA quality. To differentiate between these two explanations, we measured nanoPARE signal mapping to published transcription start sites (Schon et al., 2018) of all high-confidence targets detected in globular embryos. Full-length transcripts were more abundant in *dcl1*-*5* embryos for 17/20 of these high-confidence targets, demonstrating that the observed reduction of nanoPARE signal at miRNA-directed cleavage sites in *dcl1*-*5* embryos was not due to differences in RNA quality (Supplemental Figure 5). The loss of miRNA-mediated cleavage sites in miRNA-deficient *dcl1*-*5* embryos further supports the validity of the miRNA targets identified.

**Figure 4.**
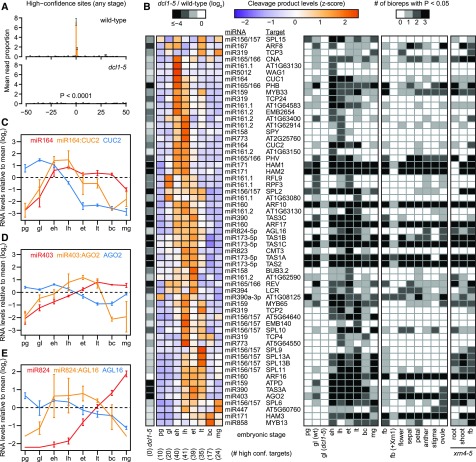
Identification of Embryonic miRNA Targets **(A)** The proportion of nanoPARE reads mapping within 50-nucleotides of miRNA target sites significantly detected by “EndCut” (Benjamini–Hochberg-adjusted *P* values < 0.05) in ≥2 biological replicates from any embryonic stage (i.e. high-confidence miRNA cleavage sites; *n* = 59) are shown for wild-type (*top*) and *dcl1*-*5* (*bottom*) globular embryo libraries. The probability (*P* value) that the mean number of reads at the predicted cleavage sites in *dcl1*-*5* is different from the wild-type mean due to chance is indicated (two-tailed K–S test). Error bars represent mean ± se of three biological replicates. **(B)** Heat maps depicting the relative levels of miRNA-mediated cleavage products (*left*) and the number of biological replicate libraries in which cleavage products were significantly detected (*right*). High-confidence miRNA cleavage sites from any embryonic stage are shown together with miRNA families and target transcripts alongside the rows. Colors represent z-scores as indicated in the key. Log_2_-transformed levels of cleavage products in (*dcl1*-*5* + 1)/(wild-type + 1) are annotated, and embryonic stages are indicated beneath each column, as well as the number of high-confidence targets from that stage. (*right*) Shading densities in the heatmap on the right indicate the number of biological replicates for which the cleavage site was significantly detected by the tool “EndCut” according to the key (Benjamini–Hochberg-adjusted *P* value < 0.05). Embryonic stages and postembryonic tissues in wild-type and *xrn4*-*5* genotypes are indicated beneath each column. *dcl1*-*5* = *dcl1*-*5* globular; pg = preglobular; gl = globular; eh = early heart; lh = late heart; et = early torpedo; lt = late torpedo; bc = bent cotyledon; mg = mature green; fb = unopened floral buds; +Xrn1 = RNA treated with Xrn1 exoribonuclease before library construction. **(C to E)** Line graphs illustrating the relative RNA levels of miRNAs (red), targets (blue), and miRNA-mediated cleavage products (orange) for miR164:CUP-SHAPED COTYLEDON2 **(C)**, miR403:AGO2 **(D)** and miR824:AGAMOUS-LIKE16 **(E)**. Error bars represent mean ± se of three biological replicates for each stage. Relative levels of miRNAs (RPM), cleavage products (reads per ten million genome-matching reads) and transcripts (TPM) for each stage were calculated by log_2_-transforming (stage levels + 1)/(mean levels across all stages + 1). Embryonic stage abbreviations beneath each graph are as indicated in **(B)**.

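The number of high-confidence cleavage sites significant per library (mean ± SD, n = 3) was 13 ± 1 in preglobular, 25.0 ± 5.00 in globular, 41.7 ± 3.51 in early heart and 43.7 ± 4.51 in late heart embryos. It was 43.3 ± 2.52 in early torpedo, 37.7 ± 3.06 in late torpedo, 25.0 ± 10.4 in bent cotyledon and 25.7 ± 4.04 in mature green embryos. From early heart to late torpedo, the mean was 41.6 ± 3.87 (12 libraries), against 22.2 ± 7.63 in the other stages (12 libraries), a difference of 19.4 (two-sided permutation test, p = 1e-05, the smallest possible with this number of permutations). With bent cotyledon counted among the middle stages, the difference was 17.0 (permutation p = 0.00016). The stages from early heart to late torpedo were chosen because Figure 4B gives them the most sites. The first p is therefore not an independent test. Both tests permuted single libraries, so neither p measures the spread between stages. The depth of these libraries is unknown, so its effect on the number of significant sites was not separated from that of the stage. The summed level at these sites was 167.6 ± 37.4 RPM in the middle stages and 61.8 ± 24.3 RPM in the others, a ratio of 2.71. Of the 63 sites, 55 had their highest stage mean between early heart and late torpedo, 24 of them in late heart.

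**Figure D3:**
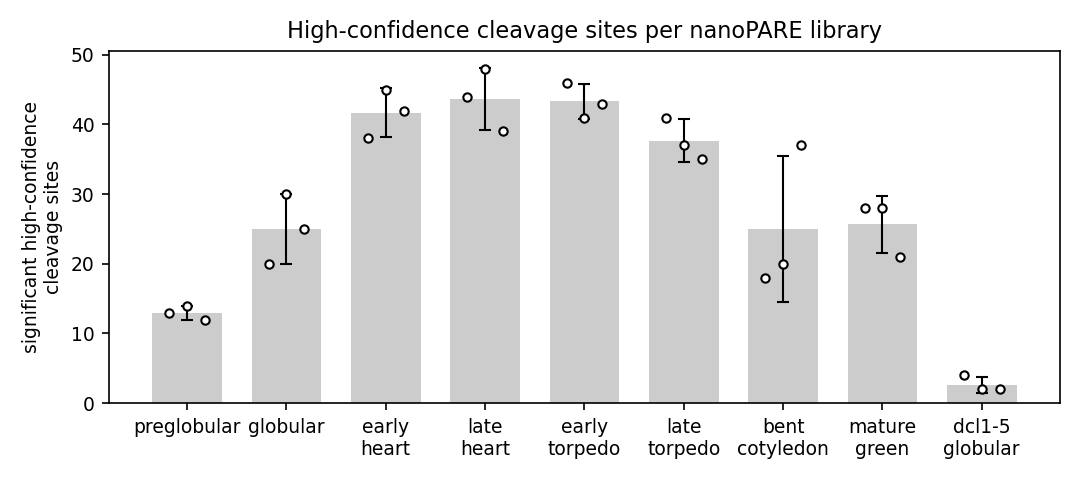
Number of high-confidence cleavage sites significant per nanoPARE library (y axis) in the 8 wild-type embryonic stages and in dcl1-5 globular embryos (x axis). Bars are means, error bars are SDs over 3 biological replicates and points are libraries; the means from early heart to late torpedo, 37.7 to 43.7, are above those of the other stages.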

miRNA-mediated cleavage products dynamically accumulated and were generally more abundantly detected during mid-embryogenesis (Figure 4B). To identify miRNA-mediated cleavage events that are enriched in embryos, we also analyzed nanoPARE libraries generated either previously from flowers and floral organs (Schon et al., 2018), or in this study from root or shoot tissues of *exoribonuclease4*-*5* (*xrn4*-*5*) mutants, in which miRNA-directed cleavage products are stabilized (Souret et al., 2004; German et al., 2008). 

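Of these, the 3 root and 3 shoot libraries of xrn4-5 seedlings were examined, and the floral libraries are not analysed here. Of the 63 high-confidence embryonic sites, 20, 20 and 24 were significant in the root libraries and 28, 23 and 22 in the shoot libraries. At least 2 libraries of one tissue showed 21 sites in roots and 21 in shoots, 28 sites in all. In none of the 6 xrn4-5 libraries were 24 sites significant, 21 of them sites of Figure 4B.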

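Among the 24 high-confidence sites not significant in any xrn4-5 library, those in EMB2654 (AT2G41720), SPY (AT3G11540) and TCP4 (AT3G15030) were listed in none of the 6 and were significant in 4, 3 and 6 wild-type embryonic libraries, respectively. The site in ATPD (AT4G09650), significant in 15 embryonic libraries, was listed in xrn4-5 shoots at a mean of 0.232 RPM, and that in AT5G64640, significant in 14, at 0.126 RPM. The TCP24 site (AT1G30210), significant in 12 embryonic libraries, was significant in 1 xrn4-5 shoot library (mean over shoot libraries 0.116 ± 0.2002 RPM).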

We observed 11 high-confidence target transcripts enriched in developing embryos, including those encoding the EMB2654 (miR161.2) and SPINDLY (miR158) tetratricopeptide repeat proteins involved in embryogenesis and gibberellic acid responses, respectively; an ATP synthase delta subunit (ATPD; miR159); a plant invertase/methylesterase inhibitor family protein (AT5G64640; miR156/157); and TCP4 and TCP24 (miR319) transcription factors. 

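For each of the 63 high-confidence pairs of miRNA family and target site, log2(RPM + 1) of the miRNA and of the cleavage product were correlated over the 8 stage means, with two-sided exact permutation tests over all pairings. Pearson's r was above 0 for 43 pairs and below 0 for 20, with a median of 0.238. At an adjusted p under 0.05, 0 pairs were related (lowest adjusted p, 0.238). At an unadjusted p under 0.05, 5 pairs had a positive r and 1 a negative one: SPL13A (r = 0.860, permutation p = 0.00754), SPL13B, SPL11, SPL9 and MYB13 were positive, and TAS1C (r = -0.742, permutation p = 0.0227) negative. SPL13A and SPL13B have the same r, 0.860. Over the 24 single libraries, with permutations within replicate number, TAS1C was negative at an adjusted p of 0.00378, and 0 pairs were positive at an adjusted p under 0.05. That test counts the 3 replicates of a stage as separate points, although both levels vary with the stage. Over the 8 stage means, the adjusted p of TAS1C was 0.325 (permutation test), so no relation is drawn from it. Among simulated pairs over 8 stages, 100 of 100 related pairs with a median r of 0.985 were called by the same test. With a median r of 0.902, 89 of 100 were called, and 28 of 100 with a median r of 0.727. Of 100 unrelated pairs each, 1, 4 and 2 were called. Each simulated set held 100 related pairs among 200, and adjusted p-values depend on this share. These rates thus do not carry over to the 63 pairs, where an r of 0.860 had an adjusted p of 0.238 (permutation test). That 0 pairs passed does not exclude strong relations.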

Interestingly, a simple linear relationship between miRNA abundance and cleavage products was sufficient to explain the dynamics of only a minority of the observed miRNA/target level dynamics during embryogenesis (Supplemental Figure 6). However, a few miRNA/target cleavage products accumulated during embryonic stages at which miRNA levels were increasing and full-length target transcripts were decreasing. For example, miR164:CUP-SHAPED COTYLEDON2 and miR824:AGAMOUS-LIKE16 cleavage products accumulated during mid-embryogenesis when miRNA and target levels were increasing and decreasing, respectively (Figures 4C to 4E). Similarly, miR403:AGO2 products were present at relatively high levels during midembryogenesis when increasing miR403 levels were concomitant with decreasing AGO2 levels (Figure 4D).

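The miR164:CUC2 product (AT5G53950, position 811 of the transcript) was listed in no preglobular or bent cotyledon library, had 0.0879 ± 0.152 RPM in mature green embryos, and had 0.246 ± 0.227 RPM in globular, 1.67 ± 0.639 in early heart, 1.74 ± 1.28 in late heart, 0.363 ± 0.346 in early torpedo and 0.368 ± 0.204 RPM in late torpedo embryos (SD, n = 3). From globular to late torpedo embryos, miR164 had 2.82 ± 3.11, 16.9 ± 8.44, 20.7 ± 2.10, 13.4 ± 2.21 and 14.3 ± 4.03 RPM. In bent cotyledon embryos, where the product was not listed, it had 13.35 ± 1.69 RPM, and it had 0.779 ± 1.35 RPM in preglobular and 4.97 ± 0.974 RPM in mature green embryos. Over the 8 stage means, r was 0.594 (two-sided permutation p = 0.0831, adjusted p = 0.553) and Spearman's rho 0.850 (permutation p = 0.0115, adjusted p = 0.363); without the 2 stages farthest from the median miRNA level, r was 0.629. The miR824-5p:AGL16 product (AT3G57230, position 596) had 0.367 ± 0.636 RPM in early heart, 0.375 ± 0.474 in late heart, 0.415 ± 0.212 in early torpedo and 0.292 ± 0.0450 RPM in late torpedo embryos. It had 0.0357 ± 0.0618 RPM in globular and 0.107 ± 0.185 RPM in bent cotyledon embryos, and was not listed in preglobular or mature green embryos. The level of miR824-5p rose through these stages, from 0.113 RPM in early heart to 1.63 ± 0.571 in early torpedo, 3.81 ± 0.621 in late torpedo, 7.13 ± 1.43 in bent cotyledon and 15.9 ± 3.41 RPM in mature green embryos. Pearson's r for AGL16 was -0.196 (permutation p = 0.632, adjusted p = 0.811), Spearman's rho 0.0904, and r without the 2 farthest stages 0.581, so the sign rests on those stages. Target mRNA levels are not analysed here.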

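The miR403-3p:AGO2 product (AT1G31280, position 3232) rose from 0.752 ± 0.467 RPM in preglobular to 5.50 ± 4.79 in late heart and 7.21 ± 1.46 RPM in early torpedo embryos, and had 5.19 ± 2.50 RPM in late torpedo, 0.645 ± 0.147 RPM in bent cotyledon and 0.749 ± 0.668 RPM in mature green embryos (SD, n = 3). The level of miR403-3p was 108 ± 48.0 RPM in preglobular, 375 ± 29.6 in late heart, 543 ± 71.2 in early torpedo, 806 ± 148 in late torpedo, 695 ± 20.8 in bent cotyledon and 669.96 ± 128 RPM in mature green embryos. Over the 8 stage means, r was 0.244 (two-sided permutation p = 0.560, adjusted p = 0.778), Spearman's rho 0.0714, and r without the 2 stages farthest from the median miRNA level -0.243.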

### Impact of miRNAs on the Embryonic Transcriptome

To assess how miRNAs influence embryonic transcript levels, we profiled transcriptomes from *dcl1*-*5* globular embryos in which miRNA levels and cleavage activities were highly reduced (Figures 2B, 3A, 3C, 4A, and 4B). 

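Transcripts of 3 dcl1-5 globular replicates, pools of embryos selected by abnormal morphology, were sequenced by the Smart-seq2 method, and the authors quantified them with kallisto and deposited estimated counts and TPM per transcript for 59051 transcripts. The estimated counts summed to 28896594, 22337002 and 25699754. Summed over transcripts, TPM was obtained for 37688 genes, and r of log10(TPM + 1) across genes was 0.979 to 0.980 between replicates. Organellar transcripts took 9.41%, 10.7% and 8.59% of the TPM. The wild-type mRNA-seq that the paper compares these with is not analysed here, so no change relative to wild type is given.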

Principal component analysis of *dcl1*-*5* and wild-type embryonic transcriptomes (Hofmann et al., 2019) revealed that *dcl1*-*5* biological triplicates clustered together in a group that was separate from the wild-type transcriptomes (Figure 5A). This suggested that the loss of miRNAs resulted in large-scale changes in transcript populations. Indeed, 3,321 and 1,951 genes had at least 2-fold significantly increased and decreased transcript levels in *dcl1*-*5* relative to wild-type globular embryos, respectively (DESeq2; Benjamini–Hochberg-adjusted *P* values < 0.01; Figure 5B; Supplemental Data Set 4). 

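In dcl1-5 globular embryos alone, 17495 genes had a mean of at least 1 TPM over 3 libraries. By library, 17713, 17093 and 17341 genes reached this level. Leaving out each replicate in turn gave 17302 to 17590 genes, and 16175 genes reached it in all 3 libraries. A minimum of 2 TPM moved the count most among the alternatives for genes, to 15672.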

Considering that 18,420 genes had ≥1 transcripts per million (TPM) in either wild-type or *dcl1*-*5* globular embryos, this indicated that 28.6% of the transcriptome is significantly altered in *dcl1*-*5* embryos. Differences due to RNA contamination from nonembryonic seed tissues could be ruled out by applying the tissue-enrichment test (Schon and Nodine, 2017), which revealed no significant RNA contamination in either the wild-type or *dcl1*-*5* samples (Supplemental Figure 7). These large-scale transcriptome changes may be related to the precocious activation of embryo maturation gene expression programs as reported in Nodine and Bartel (2010) and Willmann et al. (2011). To test whether transcriptomes from *dcl1*-*5* globular embryos resembled those from later stages of development, we examined the levels of transcripts that were specifically enriched during one of four main phases of embryogenesis and seed development (Hofmann et al., 2019) in *dcl1*-*5* as compared with wild-type globular embryos. The levels of Transition, Mature green, and Dry seed phase marker transcripts were significantly increased in *dcl1*-*5* globular embryos (*P* values < 10^−6^, two-tailed K-S tests; Figure 5C). Therefore, miRNA-deficient *dcl1*-*5* embryos indeed prematurely activate late-stage gene expression programs.

**Figure 5.**
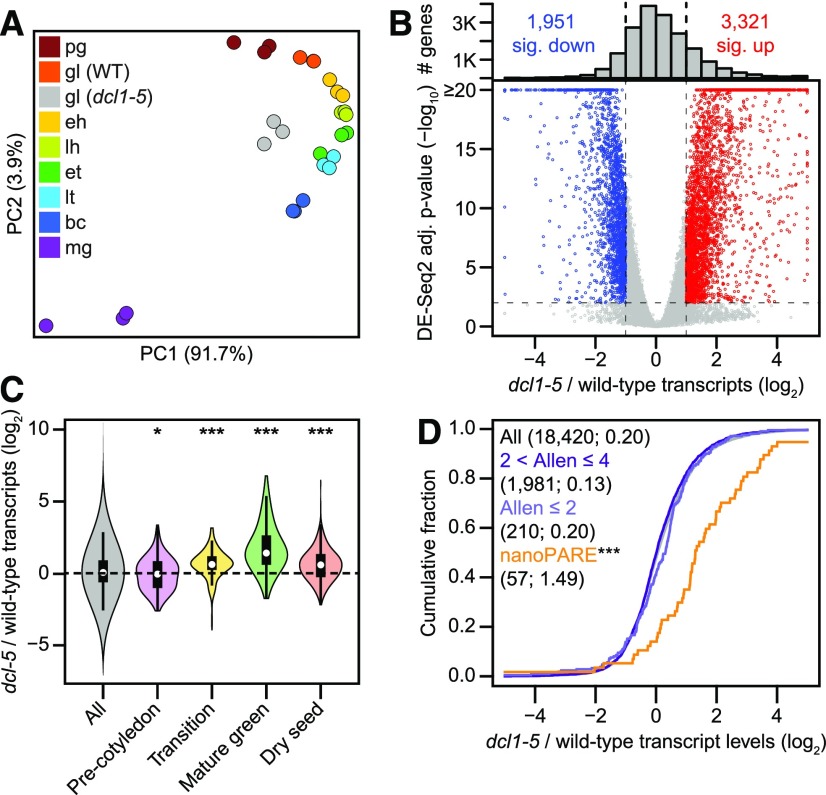
Impact of miRNAs on the Embryonic Transcriptome **(A)** Principal component analysis illustrating the relationships between mRNA-seq libraries generated from biological triplicates of either *dcl1*-*5* globular embryos or wild-type embryos from eight stages. As shown in the key, libraries are color-coded according to their stage: pg = preglobular; gl (WT) = wild-type globular; gl (*dcl1*-*5*) = *dcl1*-*5* globular; eh = early heart; lh = late heart; et = early torpedo; lt = late torpedo; bc = bent cotyledon; mg = mature green. **(B)** Volcano plot of log_2_-transformed transcript levels in (*dcl1*-*5* TPM + 1)/(wild type TPM + 1) (*x* axis) and log_10_-transformed Benjamini–Hochberg-adjusted *P* values based on DESeq2 (Love et al., 2014) in *dcl1*-*5* as compared with wild-type (*y* axis; *bottom*). Red and blue indicate transcripts with *P* values < 0.01 and ≥2-fold increased levels in *dcl1*-*5* or wild-type embryos, respectively. Histogram of the total numbers of transcripts across different *dcl1*-*5*/wild-type transcript fold-changes are shown (*top*). The number of significantly decreased (sig. dec.) and increased (sig. inc.) transcripts are indicated. **(C)** Violin plots of log_2_-transformed transcript levels in (*dcl1*-*5* + 1)/(wild-type + 1) for embryo phase-enriched marker transcripts as defined in Hofmann et al. (2019). Transcripts with ≥1 TPM in either *dcl1*-*5* or wild-type globular embryos (All; *n* = 18,420) and enriched in either Pre-cotyledon (*n* = 107), Transition (*n* = 127), Mature green (*n* = 48), or Dry seed (*n* = 183) phases. *P* values < 0.01 and *P* values < 10^−6^ are indicated by ^*^ and ^***^, respectively (two-tailed K–S test). **(D)** Cumulative distributions of (*dcl1*-*5* TPM + 1)/(wild-type TPM + 1) transcript levels (log_2_) for all transcripts with ≥1 TPM in either *dcl1*-*5* or wild-type globular embryos (All; black), transcripts confidently predicted computationally (2 < Allen scores ≤ 4, dark purple; Allen scores ≤ 2, light purple), and high-confidence targets detected by the tool “EndCut” (nanoPARE, orange; ^***^P values = 3.96 × 10^−11^).

Because we detected relatively few miRNA targets with nanoPARE as compared with the total number of differentially expressed genes (Figures 4B and 5B; Supplemental Data Set 4), we reasoned that either many miRNA targets were not detected with nanoPARE or that the large-scale changes in *dcl1*-*5* transcriptomes were mostly a consequence of miRNA target derepression. Plant miRNA targets can be predicted at various confidence levels depending on the frequency and position of the miRNA:target duplex mismatches (i.e. Allen scores; Allen et al., 2005). Whereas the levels of miRNA targets detected with nanoPARE were significantly increased in *dcl1*-*5* relative to wild-type embryos as compared with all expressed genes (2.8-fold; *P* value = 3.96 × 10^−11^, two-tailed K–S test), the levels of targets confidently predicted computationally (i.e. Allen scores ≤2 or ≤4), including bona fide postembryonic targets, were not substantially increased in *dcl1*-*5* (Figure 5D). These results are consistent with the nearly complete depletion of miRNAs in *dcl1*-*5* embryos resulting in the loss of cleavage and repression of dozens of targets and the consequential misregulated miRNA target activities having a large impact on embryonic gene expression programs.

Thirty of the 59 high-confidence miRNA targets detected with nanoPARE, encoded transcription factors belonging to eight different families, including those containing the ARF, GRAS, HD-ZIP, MADS-box, MYB, NAC, SBP, and TCP domains (Figure 6A). 

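Among the 62 genes with a high-confidence site, 29 encoded transcription factors by the domain names that the paper lists: 8 SBP, 4 ARF, 4 HD-ZIP, 4 TCP, 3 GRAS, 3 MYB, 2 NAC and 1 MADS-box gene.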

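In dcl1-5 globular embryos, 26 of the 29 transcription factor genes with a high-confidence site had a mean above 1 TPM, with a median over the 29 of 19.7 TPM and a highest value of 213 TPM, that of PHB. Of 61 genes with a high-confidence site and a TPM value, 55 had a mean above 1 TPM.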

Twenty-eight of these had transcripts >1 TPM in either wild-type or *dcl1*-*5* globular embryos, and remarkably, 24 (85.7%) were significantly upregulated in *dcl1*-*5* as compared with wild-type embryos (Figure 6B). RNA in situ hybridizations of three miR165/166 target RNAs encoding class III HD-ZIP transcription factors (i.e. PHABULOSA [PHB], CORONA [CNA], and PHAVOLUTA [PHV]) in wild-type embryos were congruous with previous reports (McConnell et al., 2001; Prigge et al., 2005; Smith and Long, 2010) and transcriptome analyses (Hofmann et al., 2019). Consistent with their upregulation in *dcl1*-*5* embryos, the PHB, CNA, and PHV transcripts had increased signals throughout embryos, including ectopic localization in the basal and peripheral regions of *dcl1*-*5* embryos (Figure 6C). 

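In the mRNA-seq libraries of dcl1-5 globular embryos, the mean was 213 ± 31.6 TPM for PHB (AT2G34710), 168.6 ± 30.0 TPM for CNA (AT1G52150) and 119 ± 29.2 TPM for PHV (AT1G30490; SD, n = 3). The paper's in situ images are not analysed here.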

Together with the observation that miR165/166 and its target transcripts had opposite localization patterns in heart-staged wild-type embryos (Figures 3C and 6C), the ectopic localization of class III HD-ZIP transcripts further supports the notion that miR165/166 helps define the proper localization patterns of their target transcription factors.

**Figure 6.**
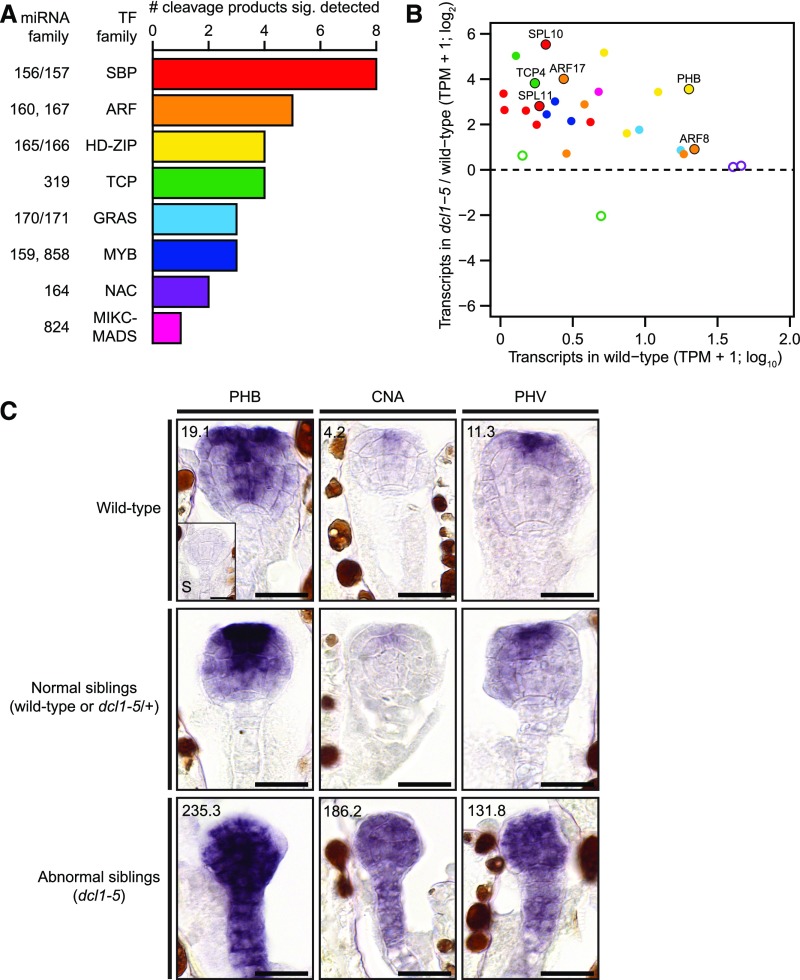
miRNA-Mediated Cleavage and Repression of Transcripts Encoding Transcription Factors **(A)** Stacked bar chart indicating the number of transcription factor family members for which high-confidence cleavage products were detected during embryogenesis. Transcription factor families, as well as the miRNA families that mediate their cleavage are labeled. **(B)** Scatterplots illustrating the levels of transcripts encoding transcription factors for which high-confidence cleavage products were detected according to their levels in wild type (TPM + 1; log_10_) and relative fold-changes in log_2_-transformed (*dcl1*-*5* TPM + 1)/(wild-type TPM + 1). Transcripts with >1 TPM in either wild-type or *dcl1*-*5* embryos are shown (*n* = 28). Significantly increased transcripts (*n* = 24; DESeq2 Benjamini–Hochberg-adjusted *P* values < 0.01; DESeq2) are indicated by points filled with colors representing various transcription factor families as shown in **(A)**. Six targets selected for further analyses are labeled directly above each corresponding point and are also indicated with outlines. **(C)** Representative images of RNA in situ hybridizations with probes antisense to either PHB (*left*), CNA (*middle*), or PHV (*right*) transcripts on sections of embryos. RNA in situs were performed on embryos from either self-pollinated wild-type (*top*) or *dcl1*-*5*/+ plants. Embryos from self-pollinated *dcl1*-*5*/+ plants were further classified into either normal (*middle*, wild-type or *dcl1*-*5*/+), or abnormal (*bottom*, *dcl1*-*5*) siblings based on morphology. A sense control for PHB (“S”) is displayed in the inset of the top left panel. Numbers in top left corners of wild-type and abnormal sibling images indicate transcript levels (TPMs) determined by mRNA-Seq. Scale bars = 20 µm.

### miRNA-Directed Repression Across Embryonic Cell-Types

Embryonic miRNAs direct the cleavage and repression of at least 30 transcripts that encode transcription factors (Figures 4B, 6A, and 6B). To examine miRNA-mediated gene repression at cellular resolution, we employed a GFP-based miRNA sensor system (Nodine and Bartel, 2010). 

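In the TAIR10.1 reference, the 20-base sequence GTGCTCTCTCTCTTCTGTCA occurs in 8 SPL genes, among them SPL11 (chromosome 1, 9503618 to 9503637, exon 4) and SPL10 (chromosome 1, 9505541 to 9505560, exon 4). In ARF17, TGGCATGCAGGGAGCCAGGCA lies on chromosome 1 from 29274189 to 29274209, in exon 2. In ARF8, TTAGATCAGGCTGGCAGCTTGT lies on chromosome 5 from 14633840 to 14633861, in exon 13, and in TCP4, AGAGGGGTCCCCTTCAGTCCAG lies on chromosome 3 from 5063299 to 5063320, in exon 1. In PHB, on the minus strand of chromosome 2, TGGGATGAAGCCTGGTCCGG is found only in the spliced transcript: it spans the end of exon 4 (14642656 to 14642665) and the start of exon 5 (14642530 to 14642539).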

Either a random 21-nucleotide non-genome–matching sequence (i.e. scrambled sensor) or 20- to 22-nucleotide embryonic miRNA target sites detected by nanoPARE for miR156/157 (SPL10/11), miR160 (AUXIN RESPONSE FACTOR 17, ARF17), miR165/166 (PHB), miR167 (ARF8), or miR319 (TCP4) were included in nuclear-localized GFP constructs under the control of a ubiquitous promoter. If the miRNA mediates repression, then the sensor transgene containing the corresponding target site was expected to produce less GFP signal.

As expected based on our sRNA-seq, nanoPARE, and *dcl1*-*5* mRNA-seq data sets, all five miRNA sensors had reduced GFP signal as compared with scrambled sensors in at least one early embryonic stage (Figure 7). Sensors for miR156/157 and miR165/166 had strongly decreased levels throughout preglobular and globular embryos. At the heart stage, miR156/157 sensors were repressed throughout embryos, and miR165/166 sensors had increased levels in apical regions. miR156/157 and miR165/166 sensor activities were generally consistent with the results of RNA in situ analyses (Figures 3C and 6C) and previous reports (Nodine and Bartel, 2010; Smith and Long, 2010; Miyashima et al., 2013). However, the miR165/166 sensors used in our study were repressed in more cell types, likely due to the use of different sensor constructs. The observed increases in miR165/166 target transcript levels throughout *dcl1*-*5* embryos further supports the idea that miR165/166 has broad repressive domains in early embryos (Figure 6C).

**Figure 7.**
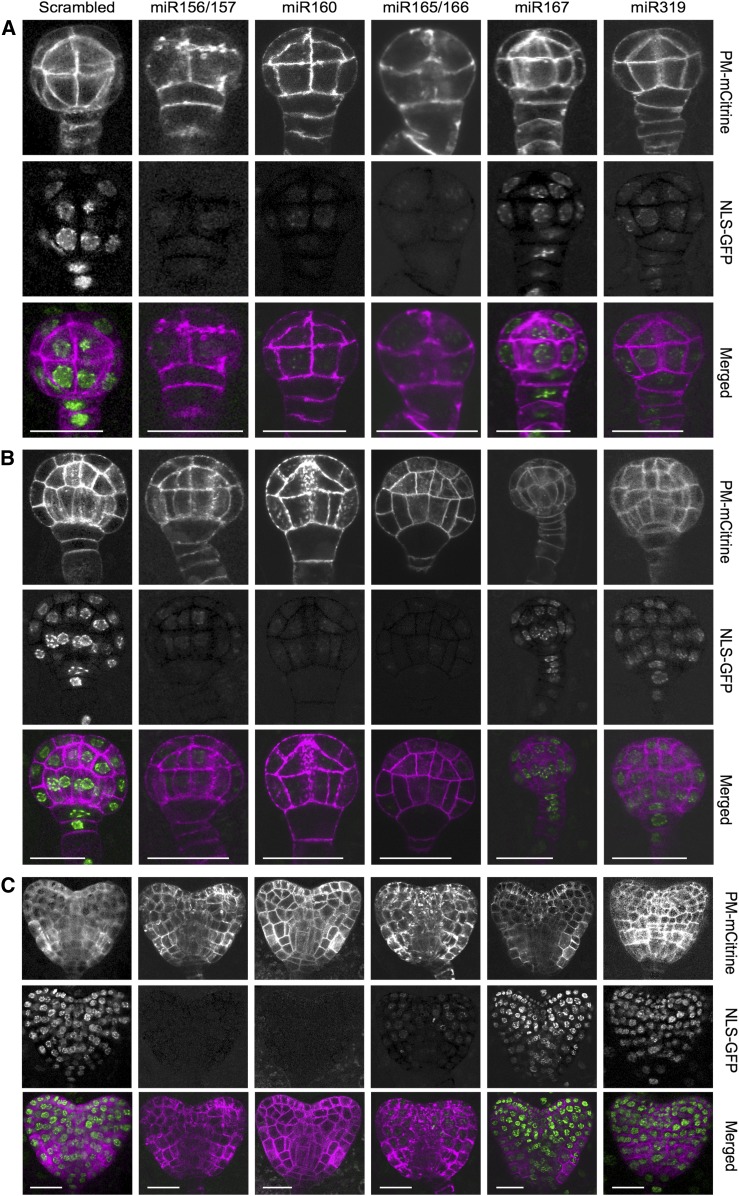
miRNA-Directed Repression Across Embryonic Cell Types Representative confocal microscopy images of preglobular **(A)**, globular **(B)** and early heart **(C)** staged Col-0 embryos expressing a plasma membrane-localized mCitrine fluorescent protein under the control of the embryo-specific *WOX2* promoter (pWOX2:mCitrine-SYP122) and ubiquitously expressing transcripts encoding nuclear-localized HTA6-GFP (pUBI3:HTA6-GFP) with 20- to-22-nucleotide sequences that are either a non-genome–matching random sequence (scrambled) or target sites detected in embryos with nanoPARE for SPL10/11 (miR156/157), ARF17 (miR160), PHB (miR165/166), ARF8 (miR167), or TCP4 (miR319), as labeled at the top. Images with signal corresponding to plasma-membrane localized pWOX2:mCitrine-SYP122 (PM-mCitrine) and pUBI3:HTA6-GFP (NLS-GFP) are indicated, as well as images from the merged channels color-coded in magenta and green, respectively. Scale bars = 20 μm. Brightness and contrast were uniformly adjusted for each image using the “Best Fit” tool from the ZEN software (Zeiss; see Methods).

The levels of miR160 sensors were also reduced throughout heart stage embryos (Figure 7). Because miR160 was detectable only in the provasculature by in situ hybridizations on sections of heart stage embryos (Figure 3C), the sensor approach appears to have better sensitivity than in situ hybridization. In fact, miR160 was detected throughout late-staged embryos when performing more sensitive whole-mount in situs (Ghosh Dastidar et al., 2016). miR167 and miR319 sensors were weakly repressed in preglobular embryos and exhibited dynamic patterns thereafter (Figure 7). At the globular stage, miR167 sensor signals were reduced at the base of the suspensor and progressively decreased acropetally. By the heart stage, miR167 sensors had reduced signals throughout the suspensor and base of the embryo proper, as well as in the shoot meristem precursors. miR319 sensors were weakly repressed throughout globular-staged embryos, and exhibited stronger repression in the basal regions of heart-staged embryos. Altogether, the sensor dynamics support the nanoPARE and *dcl1*-*5* mRNA-seq data sets, and indicate that miRNAs can differentially mediate the cleavage and repression of targets, including those encoding transcription factors, across early embryonic cell types and developmental stages.

### miRNA-Mediated Repression of Transcription Factors is Required for Embryo Morphogenesis

The often dynamic repressive activities directed by miRNAs help define the spatiotemporal domains of transcription factors and likely have a large impact on embryonic transcriptional regulatory networks, including those that help define the future plant body plan (Figures 4 to 7; Nodine and Bartel, 2010; Seefried et al., 2014). To determine how miRNA-mediated cleavage of transcripts encoding transcription factors contributes to embryo morphogenesis, we selected six miRNA:target interactions to investigate further, including miR156/157:SPL10, miR156/157:SPL11, miR160: ARF17, miR165/166:PHB, miR167:ARF8, and miR319:TCP4 (Figures 6B and 8A).

**Figure 8.**
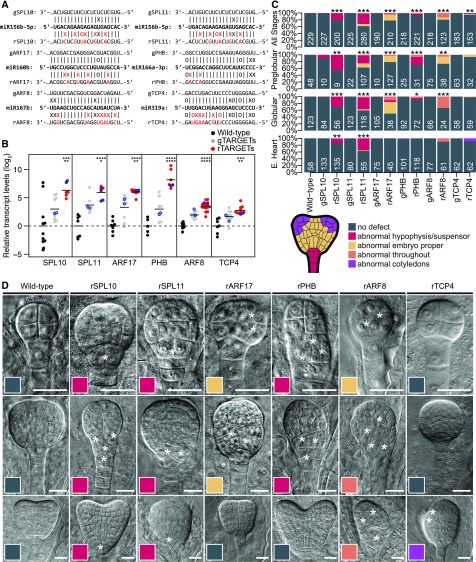
miRNA-Mediated Repression of Transcription Factors is Required for Embryo Morphogenesis **(A)** Schematics of six miRNA target sites in transcripts encoding transcription factors selected for mutagenesis. The dominant miRNA isoforms in globular stage embryos for each family are shown. Basepairing interactions with either wild-type target sites (genomic, gTARGET) or miRNA-resistant target sites (resistant, rTARGET) are indicated above and below, respectively. Mutations introduced by site-directed mutagenesis are labeled in red. Watson-Crick base-pairing (I), non-basepairing (X), and G:U wobbles (O) for each pair are indicated. **(B)** miRNA target transcript levels in flowers from wild-type plants, or plants expressing either wild-type (gTARGET) or miRNA-resistant (rTARGET) versions of the target transcripts. qRT-PCR values were internally normalized with transcript levels from the *eIF4A1* housekeeping gene and then divided by the levels observed in wild-type plants and log_2_-transformed. Each dot represents the mean of two technical replicates from an independent transgenic line (first generation; T_1_ lines) and is color-coded according to the key. Horizontal bars represent means ± se between all lines. Asterisks indicate whether the transcript levels observed in rTARGET lines were significantly different as compared with either wild type (*top*) or gTARGET controls (*bottom*; two-tailed Student’s *t* tests; ^****^, ^***^, ^**^, and ^*^ represent *P* values < 0.0001, < 0.001, < 0.01, and < 0.05, respectively). Points corresponding to lines selected for phenotypic analyses are outlined in blue. **(C)** Stacked bar plot illustrating the proportions of phenotypes observed for embryos from self-pollinated wild-type plants, or T_1_ plants expressing either wild-type (gTARGET) or miRNA-resistant (rTARGET) versions of target transcripts in all stages examined, or in preglobular, globular, or early heart (“E. Heart”) stages as indicated. Genotypes are labeled at the bottom, numbers at the base of each bar indicate the number of embryos examined, and phenotypes are color-coded according to the key. Asterisks indicate whether the number of abnormal embryos was significantly greater than for wild-type (one-tailed Fisher’s exact test; ^***^, ^**^, and ^*^ represent *P* values < 0.0001, < 0.001, and < 0.01, respectively). **(D)** Representative Nomarski images of embryos from wild-type plants, or expressing miRNA-resistant targets at the preglobular (*top*), globular (*middle*), or early heart (*bottom*) stages. Genotypes are labeled above, and asterisks indicate abnormal cell divisions. Individual panels are color-coded according to the key in **(C)**. Scale bars = 20 μm. Brightness and contrast were adjusted with the software “Photoshop” (Adobe) uniformly for each image to improve visibility (see Methods).

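Among the globular sRNA-seq reads of each family, the most abundant mature sequence of miR156/157 was TGACAGAAGAGAGTGAGCAC, with 99.1 ± 0.394% of the family's reads (3017 ± 1487 RPM; SD, n = 3). For miR160 it was TGCCTGGCTCCCTGTATGCCA (4.98 ± 3.77 RPM), and for miR167 TGAAGCTGCCAGCATGATCTA, with 98.7 ± 2.22% (3.68 ± 4.32 RPM). For miR165/166 it was TCGGACCAGGCTTCATTCCCC, with 73.0 ± 3.28% (527 ± 131 RPM), followed by TCGGACCAGGCTTCATCCCCC (193 ± 40.4 RPM). For miR319 it was TTGGACTGAAGGGAGCTCCCT, with 98.3 ± 1.49% (224 ± 47.1 RPM). Loci with the same mature sequence were summed, since their reads cannot be told apart.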

To generate target transgenes resistant to miRNA-mediated cleavage (i.e. resistant targets), we cloned these six target loci, including upstream and downstream intergenic sequences with endogenous cis-regulatory elements (4.9–7.8 kb depending on the locus), and introduced two to seven synonymous mutations into the corresponding miRNA target sites using site-directed mutagenesis to abolish miRNA binding (Figure 8A). Because phenotypes resulting from miRNA-resistant transgenes should be interpreted with caution (Li and Millar, 2013), we performed the following experiments to control for transgene-induced artifacts: To control for potential effects unrelated to the disruption of the miRNA binding sites, we generated constructs for each resistant target whereby the corresponding miRNA binding sites were left intact (i.e. genomic targets; Figure 8A). We transformed the resistant and genomic target constructs into wild-type plants and selected 6–17 independent transgenic lines for each construct. The postembryonic phenotypes of resistant target lines were consistent with previous reports (Mallory et al., 2005; Wu et al., 2006, 2009; Supplemental Figures 8A and 8B). To select representative lines for miRNA-resistant targets and their controls for further characterization, we performed quantitative RT-PCR (qRT-PCR) on target transcripts in floral bud total RNA from wild type or their respective genomic or resistant target lines (113 total independent lines; Figure 8B). Significantly higher transcript levels were observed in all sets of resistant lines relative to wild type and corresponding genomic target control lines (*P* values < 0.001 and 0.05, respectively; *t* tests; Figure 8B). Based on the qRT-PCR analyses, we selected at least two representative lines for each construct to examine for embryo abnormalities (26 total independent lines plus wild type; Figure 8B). The selection of multiple representative miRNA-resistant and control lines based on qRT-PCR together with miRNA-resistant lines phenocopying previously reported postembryonic phenotypes upon miRNA knock-down strongly suggests that the phenotypes exhibited by the miRNA-resistant target lines used in this study are due to abolishing miRNA target sites rather than transgene-induced artifacts. Indeed, although we observed a modest increase in target transcript levels in control lines based on qRT-PCR, only lines with mutations in miRNA binding sites exhibited significantly increased numbers of abnormal phenotypes (Figure 8C; Supplemental Figure 8C).

We phenotyped 2,682 preglobular to heart stage embryos from the 26 representative independent transgenic lines and wild type. Distinct morphological defects were observed for each miRNA-resistant target (Figure 8C), and these were reproducible among independent transgenic lines (Supplemental Figure 8C). Consistent with our previous report, miR156/157-resistant SPL10 and SPL11 transgenic embryos exhibited abnormal divisions in their uppermost suspensor and hypophysis cells during early embryogenesis and failed to generate lens-shaped cells (i.e. precursors to the root quiescent center; Figure 8D). Embryos with miR160-resistant ARF17 constructs had abnormal divisions in the embryo proper beginning at the preglobular stage when, for example, the protoderm layer failed to form on one side of the embryo (Figure 8D). Later during the globular stage, embryos with miR160-resistant ARF17 transgenes had abnormal divisions in the basal region of the subprotoderm. Preglobular and globular embryos with miR165/166-resistant PHB transgenes had abnormal divisions in the hypophysis (Figure 8D). Embryos from self-pollinated miR160-resistant ARF17 and miR165/166-resistant PHB lines appeared normal at the heart stage, but this may be due to lethality or developmental delay of embryos expressing the miRNA-resistant transgenes. Preglobular embryos with miR167-resistant ARF8 transgenes had defective divisions in the embryo proper, and then throughout globular and heart embryos (Figure 8D). Embryos with miR319-resistant TCP4 transgenes were morphologically normal during the preglobular and globular stages, but at the heart stage had a low, but significantly increased, number of embryos with defective cotyledon outgrowth (Figure 8D).

Because most of the miRNA-resistant target lines were sterile and had abnormal flower morphologies (Supplemental Figure 8B), we crossed wild-type plants (as the female parent) with plants that were either wild-type or transgenic for miRNA-resistant constructs to determine whether the phenotypes observed from self-pollinated miRNA-resistant target lines were due to zygotic or maternal sporophytic effects of the transgenes. All crosses between wild-type maternal plants and resistant target lines yielded significantly more abnormal embryos than wild-type crosses (*P* values < 0.01; Fisher’s exact test), and the progeny exhibited phenotypes similar to the self-pollinated resistant targets (Supplemental Figures 8D and 8E). Therefore, specific interactions between miRNAs and transcripts encoding transcription factors are morphologically required in a variety of embryonic cell types.

## DISCUSSION

We developed a sRNA-seq library preparation protocol that highly enriches for sRNAs, as well as reproducibly and accurately measures their levels from low amounts of total RNA (i.e. ≥1 ng). We expect this method to be useful for profiling sRNA populations from difficult-to-obtain samples, including plant and animal reproductive tissues. Here, we used this low-input sRNA-seq method to profile sRNA populations across Arabidopsis embryogenesis. The sRNA-seq and nanoPARE data sets reported in this study, as well as the transcriptome data sets produced from the same stages (Hofmann et al., 2019), provide a solid foundation for the characterization of noncoding and coding RNA populations in plant embryos. For example, miRNAs comprise only a fraction of the embryonic sRNA population, and these integrated sRNA-seq, nanoPARE, and mRNA-seq data sets will also enable the systematic characterization of additional sRNAs present in early embryos, including small interfering RNAs involved in the establishment of epigenetic marks and associated transcriptional gene silencing events.

In this study, we generated a catalog of 354 miRNAs present during embryogenesis and applied our recently developed nanoPARE method to identify 59 high-confidence embryonic miRNA targets. We found high-confidence miRNA-directed cleavage products for only 22 out of 115 detected embryonic miRNAs, suggesting that many miRNAs may not be directing target cleavage in the stages and conditions examined. 

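Of the 116 families with a mean of at least 1 RPM in an embryonic stage, 23 had a high-confidence cleavage site. From this share, the paper proposes that many embryonic miRNAs may not direct target cleavage in the stages and conditions examined.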

Although this could be partially explained by limited sensitivity of the nanoPARE method, our observation that targets detected by nanoPARE, but not those only confidently predicted computationally, had globally increased transcript levels in *dcl1*-*5* embryos suggests that we have identified the majority of cleavage events. Moreover, we detected miRNA-directed cleavage products of all targets with published evidence supporting their existence during Arabidopsis embryogenesis (Palatnik et al., 2003; Mallory et al., 2005; Nodine and Bartel, 2010; Smith and Long, 2010; Knauer et al., 2013; Miyashima et al., 2013; Takanashi et al., 2018). We propose that many of the detected miRNAs function as fail-safes to prevent the aberrant accumulation of target transcripts or have already executed their functions during earlier stages of development. 

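For miR156b-3p, miR831-3p, miR845, miR866-3p and miR3440b-3p, 0 cleavage sites were significant in any library at an adjusted p under 0.05. Candidate sites for them were listed in wild-type embryonic libraries, 7 for miR156b-3p, 39 for miR831-3p, 12 for miR845, 24 for miR866-3p and 7 for miR3440b-3p; unadjusted p-values are not in the files. The lowest adjusted p was 0.066 for miR156b-3p and for miR831-3p, 0.104 for miR845, 0.189 for miR866-3p and 0.229 for miR3440b-3p.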

For instance, we were unable to detect targets for any of the five miRNA families that were abundant and enriched at the earliest stages of embryogenesis. 

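By the mature green stage, miR831-3p had 1.10 ± 0.757 RPM, miR3440b-3p 0.457 ± 0.230, miR866-3p 0.816 ± 0.246, miR156b-3p 44.2 ± 10.4 and miR845 426 ± 213 RPM (SD, n = 3). Relative to transition stages, miR831-3p had a log2 change of -6.46 (standard error 0.23, adjusted p = 3.5e-16).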

The levels of these miRNAs decreased dramatically during early embryogenesis, and they may function directly after fertilization and before the earliest stage profiled with nanoPARE (i.e. preglobular stages comprised of 8-cell and 16-cell staged embryos).

As a proof-of-principle of this resource’s utility, we focused on the miRNA-mediated regulation of transcription factors in this study. We and others have demonstrated that miRNAs are required for pattern formation and proper developmental timing of gene expression programs during Arabidopsis embryogenesis (Nodine and Bartel, 2010; Willmann et al., 2011; Seefried et al., 2014). Indeed, the more comprehensive *dcl1*-*5* embryo transcriptome data set and analyses presented here further supports the concept that miRNAs have a large impact on the embryonic transcriptome, including the prevention of precocious expression of genes characteristic of the maturation phase of embryogenesis and related to oil body biogenesis, lipid storage, and other seed maturation processes (Hofmann et al., 2019). Because <5% of the transcripts whose levels significantly increased in *dcl1*-*5* embryos were directly cleaved and repressed by miRNAs, the vast majority of misregulated genes in *dcl1*-*5* embryos are likely downstream of miRNA targets. Interestingly, 30 of the 59 embryonic miRNA high-confidence targets identified encoded transcription factors. Their derepression in miRNA-deficient *dcl1*-*5* embryos, along with associated misregulated downstream transcriptional cascades, may largely explain why thousands of transcripts are present at different levels in *dcl1*-*5* as compared with wild-type embryos.

Together with previous studies, our results indicate that multiple miRNAs are required for embryo morphogenesis and pattern formation. We previously demonstrated that miR156/157 prevents the accumulation of SPL transcription factors and the resulting expression of maturation phase genes during early embryogenesis (Nodine and Bartel, 2010). Although decreased SPL10/11 levels could suppress miRNA-deficient *dcl1*-*5* phenotypes, abolishing miR156/157:SPL10/11 interactions was not sufficient to fully phenocopy *dcl1*-*5* embryos. This suggested that additional miRNA:target interactions are required for embryonic pattern formation. Accordingly, the hypophysis and suspensor division defects observed in embryos expressing miR156/157-resistant SPL10/11 and miR165/166-resistant PHB, as well as the embryo proper defects of miR160-resistant ARF17 embryos, were also observed in *dcl1*-*5* embryos (Figure 8D; Nodine and Bartel, 2010). Moreover, the pleiotropic defects exhibited by miR167-resistant ARF8 embryos and cotyledon initiation defects observed in miR319-resistant TCP4 embryos further support the idea that multiple miRNAs are required for proper embryo morphogenesis. Interestingly, preglobular stage miR160-resistant ARF17, miR165/166-resistant PHB, and miR167-resistant ARF8 embryos often exhibit more severe defects than we observed in *dcl1*-*5* (Figure 8D; Nodine and Bartel, 2010). Because homozygous *dcl1*-*5* embryos are lethal, they are derived from *dcl1*-*5*/+ parents. Therefore, it is possible that the *DCL1* gene products inherited from diploid sporocytes are sufficient to produce miRNAs in gametophytes or early embryos, as previously proposed for other essential genes (Muralla et al., 2011). Additionally, redundant activities of other *DCL* genes may partially compensate for the loss of *DCL1* in preglobular embryos. Consistent with both of these explanations, miR165/166 and miR167 levels were highly reduced, but not eliminated, in globular stage *dcl1*-*5* embryos (Supplemental Figure 3; Supplemental Data Set 2).

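In dcl1-5 globular libraries, miR165/166 had 14.6 ± 7.00 RPM against 720.5 ± 164 RPM in wild-type globular libraries (SD, n = 3 each), a residual of 2.02% (log2 change -5.60, standard error 0.37, adjusted p = 0.000164, with a range of 2.13e-18 to 0.105 under the alternatives). For miR167, the levels were 0.751 ± 0.648 and 3.80 ± 4.52 RPM, a residual of 19.8%, within the spread between wild-type libraries (log2 change -1.12, standard error 0.72, adjusted p = 0.228, with a range of 0.0323 to 0.339). Scaled to total miRNA reads, both changes were positive, 0.65 for miR165/166 and 4.14 for miR167. The smallest level that 3 reads can show was 0.0995 to 0.400 RPM in the dcl1-5 libraries, and the median residual was 0.852% over the 55 of the 59 families with reads in wild-type globular libraries.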

The developmental progression of miRNA-resistant target phenotypes generally corresponds well with the spatiotemporal dynamics of the corresponding miRNAs and their activities. miRNA-resistant transgenes generally caused phenotypes in the same cell-types in which the corresponding miRNAs were active (Figures 7 and 8D). One exception was the defective cotyledons observed in miR319-resistant TCP4 embryos. Although cotyledon initiation occurs at the heart stage when miR319 activities were increased (Figure 4B), and the cotyledon defects were in agreement with previously reported seedling phenotypes (Palatnik et al., 2003), miR319 was more active in basal regions of embryos (Figure 7). Therefore, gene-regulatory processes downstream of miR319-mediated repression of TCP4 may be non-cell–autonomously required for cotyledon formation. By contrast, miR160-resistant ARF17 and miR165/166-resistant PHB exhibited abnormal phenotypes in the cell types in which their highest levels or repressive activities were detected. For example, miR160-resistant ARF17 had defects in the subprotoderm of the embryo proper, which is congruent with higher miR160 levels in these cell types. Together with previously reported phenotypes of embryos with *mir160a* loss-of-function mutations (Liu et al., 2010), our results indicate that miR160-mediated repression of the ARF17 transcription factor is required for proper subprotodermal cell division patterns.

The observation that miR165/166-mediated repression of target HD-ZIP transcripts occurs in basal embryonic regions indicates that miR165/166 helps define HD-ZIP transcription factor localization domains in early embryos (Figures 4B, 6, and 7; McConnell et al., 2001; Smith and Long, 2010; Miyashima et al., 2013;). Accordingly, embryos expressing miR165/166-resistant PHB exhibited abnormal divisions typically in basal regions of the embryo (Figures 8C and 8D), indicating that miR165/166:PHB interactions are required in these cell types for proper morphogenesis. miR167 and its repression of ARF8 are required in the maternal sporophytic tissues for proper embryogenesis (Wu et al., 2006; Yao et al., 2019). Interestingly, plants containing miR167-resistant ARF8 transgenes had similar phenotypes when crossed as the pollen donors to wild-type maternal lines. This indicates that miR167-mediated repression of ARF8 is required in embryos for proper morphogenesis, which is similar to the five other miRNA:target interactions we characterized (Supplemental Figures 8D and 8E). Altogether, these data support a model whereby the posttranscriptional regulation of transcription factor gene-regulatory networks by several miRNAs is critically important for the establishment of the plant body plan during early embryogenesis. The resources and phenotypes described in this study provide multiple entry points to further characterize how the miRNA-mediated repression of transcripts, including those encoding transcription factors, contributes to the initial cellular differentiation events that operate at the beginning of plant life.

## METHODS

### Plant Material, Growth Conditions, and RNA Isolation

The *dcl1*-*5* (McElver et al., 2001) and *xrn4*-*5* (Souret et al., 2004) alleles in the Arabidopsis (*Arabidopsis thaliana*) Col-0 accession background, together with Col-0, were grown in a climate-controlled growth chamber at 20°C to 22°C under a 16-h light/8-h dark cycle. Plants were grown under incandescent lights at 130 to 150 μmol/m^2^/s. Embryos were dissected and total RNA was extracted at a similar time of day (1:00pm–5:00pm) as described in Hofmann et al. (2019). Except for the bent-cotyledon stage samples, all other total RNA samples pooled from 50 Col-0 embryos were used to generate mRNA-seq data sets (Hofmann et al., 2019) and the sRNA-seq and nanoPARE data sets reported in this study. Total RNA from 7-day–old *xrn4*-*5* seedling roots and shoots grown vertically on 0.5× Murashige and Skoog plates were isolated as described in Schon et al. (2018). In this study, biological replicates of mRNA-seq, nanoPARE, and mRNA-seq data sets were from pools of RNA collected from different embryos, leaves, flowers, roots, or shoots on different days.

### Low-Input sRNA-Seq

A quantity of 18-nucleotide to 30-nucleotide RNAs were purified from ≥80% (v/v) of the total RNA from each sample (from 50 pooled embryos) using denaturing polyacrylamide-urea gels as described previously by Grimson et al. (2008). Size-selected sRNAs were precipitated overnight at −20°C with 2.5× volumes of ice-cold 100% ethanol and 1 μL of GlycoBlue (Thermo Fisher Scientific) and resuspended in 7.5 μL of nuclease-free water. This sample was used as input for the NEBNext Multiplex Small RNA Library Prep Set for Illumina kit (cat. no E7300; New England Biolabs) according to the manufacturer’s recommendations with the following modifications: Adapters used for 3′ and 5′ ligations to sRNAs, and SR RT primers to generate sRNA cDNAs, were diluted to 25% (v/v) of the amounts recommended for ≥500 ng of total RNA. Various numbers of PCR cycles were used to amplify cDNAs: 14, 16, 18, and 20 PCR cycles for early heart and later staged samples, and 18, 20, 22, and 24 PCR cycles for globular and earlier staged samples. Final amplicons were run on a 90% (v/v) formamide/8% (w/v) acrylamide gel at 5W for ∼30 min, followed by 30W for ≥2 h, and stained with SYBR Gold (1:10,000; Thermo Fisher Scientific). Fluorescence intensities of amplicons were examined across the PCR cycles, 137-bp to 149-bp products (corresponding to 18- nucleotide to 30- nucleotide sRNAs) with nonsaturated signals were gel-purified, and after DNA precipitation, pellets were resuspended in 15 μL of Elution Buffer (Qiagen). To control for library quality, sRNA-seq libraries were examined on a DNA HS Bioanalyzer Chip (Agilent Technologies), and those with the expected size range were sequenced on a HiSeq 2500 instrument (Illumina) in 50 base single-end mode (Supplemental Data Set 1).

The tool “Cutadapt” (Martin, 2011) was used to trim adapter sequences from sRNA-seq reads, and 18–30-base sequences that contained an adapter were retained. The trimmed sequences were aligned to The Arabidopsis Information Resource 10 (TAIR10) genome (Lamesch et al., 2012) with the tool “STAR” (Dobin et al., 2013) requiring no mismatches and allowing ≤100 multiple end-to-end alignments. The resulting “SAM” files were processed with the “readmapIO.py” script to reassign multimappers with a “rich-get-richer” algorithm as described in Schon et al. (2018). “Output bedFiles” were sorted, condensed, and normalized for total genome-matching reads. The “map” function in the software “BEDtools” (Quinlan and Hall, 2010) was used to quantify the number of reads mapping to the same strand and overlapping ≥80% of mature miRNAs as annotated in TAIR10 and “miRBase21” (Kozomara et al., 2019). Statistical analyses and associated figures were generated with the statistical computing package “R” (R Core Team, 2018).

### nanoPARE and mRNA-Seq

For transcriptome analyses, “Smart-seq2” libraries (Picelli et al., 2013) were generated from *dcl1*-*5* embryos selected from self-fertilized *dcl1*-*5*/+ plants based on their abnormal morphologies as previously described by Hofmann et al. (2019). These were sequenced on a HiSeq 2500 instrument (Illumina) in 50 basepaired-end mode (Supplemental Data Set 1). Transcriptome analyses were performed as described by Hofmann et al. (2019), except that TAIR10 transposable element gene models were also included in the “Kallisto”-based pseudo-alignments (Bray et al., 2016). The program “DESeq2” (Love et al., 2014) with default settings was used to compute *P* values for the wild-type and *dcl1*-*5* transcriptome comparisons.

The nanoPARE libraries presented in this study were generated as previously described by Schon et al. (2018) with the following exceptions: For all embryonic samples other than those from the bent-cotyledon stage, the same cDNA pools used in our previous transcriptome analysis (Hofmann et al., 2019) were also used as input for nanoPARE library preparation. The nanoPARE libraries were sequenced on a Hi-Seq 2500 instrument (Illumina) in 50 base single-end mode (Supplemental Data Set 1). Analysis of the nanoPARE data was performed as described by Schon et al. (2018), except that all capped features identified in the embryonic series were merged with those from published floral bud samples (Schon et al., 2018) and used to mask capped features from the transcript-level “bedGraph” files. Additionally, we used the tool “EndCut” (Schon et al., 2018) to test for significant target sites for 164 miRNAs detected ≥1 RPM in at least one embryonic stage. nanoPARE libraries from all postembryonic tissues were analyzed in an identical manner.

### RNA In Situ Hybridizations

miRNA in situs on embryo sections were performed based on a whole-mount in situ hybridization method (Ghosh Dastidar et al., 2016). Sample preparation leading up to probe hybridization was performed as described by Nodine et al. (2007), except that a LOGOS Microwave Hybrid Tissue Processor (Milestone Medical) was used for tissue embedding, and the samples were fixed with a solution of 0.16 M n-[3-Dimethylaminopropyl]-n′-ethylcarbodiimide hydrochloride in Methylimidazole-NaCl after the proteinase K digestion step as follows: First, slides with adhered embryo sections were transferred to 1× PBS and washed 2×, and then incubated in a staining dish containing freshly prepared methylimidazole-NaCl for 10 min at room temperature (2×). The slides were then transferred to 0.16 M n-[3-Dimethylaminopropyl]-n′-ethylcarbodiimide hydrochloride in Methylimidazole-NaC solution and incubated for 2 h at 60°C, and subsequently washed 2× in 1× PBS for 5 min each before probe hybridization. Dual DIG-labeled LNA-modified oligos antisense to miR124, miR156a-f, miR159a, miR160a-c, or miR166a-f isoforms were used at a final concentration of 20 nM (Supplemental Table), and the rest of the probe hybridization procedure, as well as subsequent washing, antibody, and colorimetric reactions were as described by Nodine et al. (2007). Slides were imaged on an automated Pannoramic SCAN 150 Slide Scanner (3DHISTECH) and collected with the associated “Pannoramic Viewer” software. Images of ≥50 embryos from >5 independent sets of experiments were recorded.

The mRNA in situs were performed as previously described by Nodine et al. (2007). Probes antisense to CNA, PHB, and PHV were generated from cDNAs by introducing T7 promoters via PCR as described previously by Hejátko et al. (2006; Supplemental Table).

### Generation of Transgenic Lines

Nuclear-localized GFP-based sensor constructs with miR156/157:SPL10/11 target sites (GTG​CTC​TCT​CTC​TTC​TGT​CA) in the 5′ UTR and under the control of the potato (*Solanum tuberosum*) *UBI3* promoter were generated as previously described by Nodine and Bartel (2010). A similar strategy was also employed to create constructs with the miR160:ARF17 (TGG​CAT​GCA​GGG​AGC​CAG​GCA), miR165/166:PHB (TGG​GAT​GAA​GCC​TGG​TCC​GG), miR167:ARF8 (TTA​GAT​CAG​GCT​GGC​AGC​TTG​T), and miR319:TCP4 (AGA​GGG​GTC​CCC​TTC​AGT​CCA​G) target sites detected in embryos with nanoPARE. As a negative control, we also generated identical constructs except with a random 21-nucleotide sequence (CCC​CGT​CTC​GCG​TCT​CAC​GCA) that does not map to the Arabidopsis genome. Constructs were transformed into Col-0 plants harboring nonsegregating transgenes for the mCitrine fluorescent protein fused to plasma membrane-localized SYP122 protein under the control of an embryo-specific *WOX2* promoter (Breuninger et al., 2008; pWOX2:mCitrine-SYP122) using the Agrobacterium floral dip method (Clough and Bent, 1998). At least two sensor lines were examined in the T_1_ and T_2_ generations.

Control genomic and miRNA-resistant SPL10 and SPL11 constructs were generated as described in Nodine and Bartel (2010). For control genomic ARF17 (gARF17), PHB (gPHB), and TCP4 (gTCP4) transgenic constructs, target loci including upstream and downstream intergenic sequences were PCR-amplified from Col-0 genomic DNA with primers containing overhangs for subsequent Gibson assembly. miR160-resistant ARF17 (rARF17), miR165/166-resistant PHB (rPHB), and miR319-resistant TCP4 (rTCP4) constructs were amplified as two separate fragments with overlaps to introduce specific mutations in the corresponding miRNA target sites. The backbones of the MultiSite-Gateway destination vectors pAlligatorG43 and pAlligatorR43 (Kawashima et al., 2014) were amplified for subsequent Gibson assembly, and genomic and resistant ARF17, PHB, and TCP4 plant transformation constructs were generated by Gibson Assembly (New England Biolabs) using the pAlligatorG43/R43 backbone and the target PCR fragments. For the control genomic ARF8 transgenic construct (gARF8), the ARF8 locus including upstream and downstream intergenic sequences was PCR-amplified from Col-0 genomic DNA and cloned into the pENTR/D-TOPO Gateway vector (Thermo Fisher Scientific). The miR167-resistant ARF8 construct (rARF8) was generated by PCR site-directed mutagenesis (New England Biolabs) of the gARF8 entry clone. Final plant transformation constructs were generated by Gateway LR reactions (Thermo Fisher Scientific) with pENTR-gARF8 or pENTR-rARF8, pDONR-L4R1-empty, and pDONR-R2L3-empty, and the Gateway destination vector pAlligatorR43 (red fluorescent protein). All primers are listed in Supplemental Table. The constructs were transformed into Col-0 using the Agrobacterium floral dip method (Clough and Bent, 1998), and transformants were selected based on GFP or red fluorescent protein selection marker fluorescence from pAlligatorG43/R43 (Bensmihen et al., 2004; Kawashima et al., 2014).

### qRT-PCR Analysis

Two clusters of floral buds were pooled from 8-week–old plants, snap-frozen in liquid nitrogen, homogenized using a Mixer Mill MM 400 (Retsch) for 30 s with maximum amplitude, and resuspended in 200 μL of TRIzol (Life Technologies). Total RNA was extracted using a Direct-zol RNA Kit (Zymo Research) according to the manufacturer’s instructions, and *DNa*seI treatment was performed on-column. Total RNA quality and quantity were determined with an Agilent Fragment Analyzer (AATI) using a standard RNA sensitivity kit (DNF-471). Two-hundred nanograms of total RNA samples with RNA Quality Number values >6.0 were used for cDNA synthesis together with the Oligo d(T)_18_ mRNA Primer (New England Biolabs) and SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). The cDNA was diluted 10× with nuclease-free water, and 2 μL was used as a template for the qRT-PCR. qRT-PCR was performed on a LightCycler 96 Instrument (Roche) using gene-specific and control *elF4A* primers (Supplemental Table), and Fast SYBR Green Master Mix (Roche). Cycle threshold values were obtained using LightCycler 96 software (Roche), and relative quantification of transcripts (ΔΔCycle threshold values) was performed with an in-house “R” script. For each genotype, 6 to 17 individual first-generation transgenic (T_1_) lines were analyzed in technical duplicates.

### Microscopy

Self-pollinated siliques from at least two representative and independently generated first-generation transgenic (T_1_) lines for each miRNA-resistant and control constructs were harvested, and ovules were fixed and cleared in a solution composed of 8 g of chloral hydrate, 1 mL of water, and 1 mL of glycerol as described in Ohad et al. (1996). At least two representative T_2_ lines were also crossed as pollen donors to emasculated Col-0 flowers, and siliques were harvested 120 h after pollination. Embryos were examined with Nomarski optics on an Axio Observer Z1 with a CMOS camera (Zeiss). Images were acquired using the software “ZEN” (blue edition; Zeiss) imaging software and analyzed using the processing software “ImageJ/Fiji” (National Institutes of Health). To minimize potential bias, Nomarski images were examined by a person that did not acquire the images, and phenotypes were recorded before revealing sample identities. At least 38 embryos from 26 independent transgenic lines were examined for each construct (2,682 total embryos).

For confocal microscopy, whole seeds containing preglobular, globular, or early heart staged embryos were harvested, mounted in VectaShield Antifade Mounting Medium (Vector Laboratories), and imaged directly on a model no. LSM 780 Axio Observer (Zeiss) using a 488-nm excitation wavelength for both GFP and mCitrine; images were acquired using the same settings. The images were recorded and analyzed with the imaging software “ZEN” (black edition; Zeiss): Spectral unmixing was performed to differentiate between emission spectra of GFP (∼450 nm to 500 nm) and mCitrine (∼550 nm to 600 nm), and contrast and brightness were uniformly adjusted using the “Best Fit” tool of the ZEN imaging software. All images were cropped and rotated in the software “Photoshop” (Adobe). To increase the resolution and uniformity of the image panels, Nomarski images were further processed in Photoshop by applying the following tools to the whole image: “Image/Adjustments/Levels/Midtones Brighter” adjustments, “Auto Contrast” adjustments, and the “Unsharp Mask” filter.

### Accession Numbers, Data Acquisition, and Code Availability

All sequencing data generated in this study are available at the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE132066. Publicly available next-generation sequencing data were downloaded from the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with the following accession numbers: Col-0 sRNA-seq (GSE79414 and GSE98553), Col-0 mRNA-seq (GSE121236), and nanoPARE (accession number GSE112869). Custom software used to align sRNA-seq data to annotated mature miRNAs is available on GitHub (https://github.com/Gregor-Mendel-Institute/Plotnikova.2019).

### Supplemental Data

**Supplemental Figure 1.** Establishment of low-input sRNA-seq method
**Supplemental Figure 2.** Principal component analysis of embryonic and postembryonic miRNA populations
**Supplemental Figure 3.** Heat map with miRNA levels normalized by RPMs
**Supplemental Figure 4.** Embryo-enriched miRNAs
**Supplemental Figure 5.** mRNA 5′ ends of miRNA targets in *dcl1*-*5* mutant embryos
**Supplemental Figure 6.** miRNA and miRNA-mediated cleavage product correlations
**Supplemental Figure 7.** Tissue-enrichment test of wild-type and *dcl1*-*5* mutant embryo transcriptomes
**Supplemental Figure 8.** Control experiments for analysis of miRNA-resistant targets
**Supplemental Table.** Oligonucleotides used in this study
**Supplemental Data Set 1.** Summary of high-throughput data sets generated in or reanalyzed for this study
**Supplemental Data Set 2.** Levels of miRNAs detected during embryogenesis
**Supplemental Data Set 3.** Predicted miRNA cleavage sites detected in nanoPARE data sets
**Supplemental Data Set 4.** Normalized transcript levels in wild-type and miRNA-deficient *dcl1*-*5* globular embryos

## DIVE Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

SYP122 Gramene: AT3G52400
SYP122 Araport: AT3G52400

mir160a Gramene: AT2G39175
mir160a Araport: AT2G39175

EIF4A1 Gramene: AT3G13920
EIF4A1 Araport: AT3G13920

WOX2 Gramene: AT5G59340
WOX2 Araport: AT5G59340

AGO2 Gramene: AT1G31280
AGO2 Araport: AT1G31280

DCL1 Gramene: AT1G01040
DCL1 Araport: AT1G01040

How the deposited data were processed for this re-analysis (not part of the article)

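The deposited files cover 69 samples: 33 sRNA-seq libraries, 33 nanoPARE libraries and 3 mRNA-seq libraries. The sRNA-seq libraries were made from wild-type embryos at 8 stages and from dcl1-5 globular embryos with 3 biological replicates each, from 50, 5, 1 and 0.5 ng of bent-cotyledon RNA, and from 1 floral bud and 1 leaf sample. The nanoPARE libraries were made from the same embryonic groups and from xrn4-5 seedling roots and shoots, and the mRNA-seq libraries from dcl1-5 globular embryos. Replicates are the biological replicate numbers of the sample labels; the paper states that pools of a stage came from different plants and days. Since the pools are independent, libraries were treated as unpaired, and the replicate number was used as a block in an alternative.

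For sRNA-seq, the authors deposited for each mature miRNA and read length an expected count, in which a read with several matches is divided between loci by a rich-get-richer algorithm after alignment with STAR without mismatches. The authors also deposited these levels as RPM, normalized to all genome-matching reads. The number of genome-matching reads per library, from the ratio of count to RPM, ranged from 1665910 to 52374394 in the embryonic stages and from 514714 to 11426006 in the dilution series. For nanoPARE, the authors masked capped 5' ends and ran EndCut, and the deposited tables give the RPM at each predicted cleavage position. They also give a fold change, which the authors' software computes as the level plus 1 over a background level plus 1, a deposited Allen score of the pairing between miRNA and target, and a p-value that the authors adjusted within each library by the Benjamini-Hochberg method. For mRNA-seq, the authors ran kallisto with transposable element genes included and deposited an estimated count and TPM for each transcript. The depth of the nanoPARE libraries is not in the files and was not estimated. Its effect on the number of significant sites was therefore not separated from that of stage or genotype. Smallest detectable levels, taken as 3 reads, are given for sRNA-seq only.

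Levels of mature miRNAs were summed over reads of 20 to 24 bases and over the members of each family as the paper names them. Comparisons between groups used limma 3.58.1 in R 4.3.3 on log2(RPM + 1), with an intensity trend and Benjamini-Hochberg adjustment at 0.05, over families with a mean of at least 10 RPM in at least 1 wild-type stage. Wild-type and dcl1-5 globular libraries were fitted on their own, and the 24 wild-type libraries together with 1 group per stage. Single values were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 libraries against 3 and 0.25 for 3 pairs, or with 100000 permutations where groups were larger. RPM rather than counts was tested because RPM was the unit the files were expected to hold when the tests were set; edgeR 4.0.16 on rounded expected counts was run as an alternative. Cleavage sites were taken as significant at the authors' adjusted p under 0.05, and as high-confidence with significance in at least 2 replicates of a stage; a site not listed in a library was taken as 0 RPM. TPM was summed over the transcripts of a gene. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

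The families and sites named are every one that the paper names in its text or in Figures 3, 4B, 6 and 8A, and for each limma result the 5 families with the largest change among those past the threshold whose libraries did not overlap between groups. The comparisons, tests and most alternatives were fixed before the data were examined. These alternatives were a pseudocount of 0.1, a minimum of 1 RPM or none, individual mature miRNAs, scaling to total miRNA reads, no intensity trend, all 27 embryo libraries in one fit, the replicate block, stricter or looser definitions of detection and of cleavage sites, and leaving out each replicate in turn. Alternatives added after the data were seen were edgeR, 20- to 22-base or 21-base reads, merging identical sequences, TPM over nuclear-encoded transcripts, and a principal component analysis over every detected family or with libraries as observations. The steps were tested on 20 simulated sets per comparison with 10 changed families each. Between 3 and 3 libraries, limma recovered 182 of 200 changed families, with 4 of 980 unchanged families called. Between stages it recovered 200 of 200, with 8 of 980 called. The simulated spread between libraries was smaller than the real within-stage SD, a median of 0.42 (log2) in families with at least 50 RPM. Simulated changes went in both directions, whereas 41 families were lower and 0 higher in dcl1-5. These rates may thus be better than those for the real data. Coordinates are those of the TAIR10.1 reference. Wild-type mRNA-seq, floral nanoPARE, spike-ins, reporter lines and in situ images are not analysed here.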

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

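The sites and the miRNA below are not named in the paper's text; each test in this part was chosen only after the result was seen.

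The deposited tables hold 4 high-confidence cleavage sites beside those of Figure 4B, which the paper's text does not name; its supplements were not available. The miR773:CPuORF22 product had a mean of 0.852 RPM in late heart embryos and was listed in 0 dcl1-5 libraries. CPuORF22 (AT5G64552) overlaps AT5G64550 (chromosome 5, 25801528 to 25804980), whose miR773 site is in Figure 4B, and both sites had the same level in 6 of the 6 libraries with a level at either. Reads shared with an overlapping gene are therefore a candidate explanation for this site.

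The miR161.2:AT1G63330 product had a mean of 0.0727 RPM in late heart embryos. The 50 bases around this position occur at 2 places in the reference, in AT1G63330 (chromosome 1, 23489805 to 23491981) and in AT1G62590 (chromosome 1, 23176930 to 23179248). These may thus be reads shared with a paralog, and the site cannot be placed in one of them.

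The miR408-5p:AT2G47020 product had a mean of 0.199 RPM in early torpedo embryos. All 21 bases of miR408-5p (chromosome 2, 19319866 to 19319886) lie inside AT2G47020 on the opposite strand, since MIR408 (19319814 to 19320031) overlaps that gene. The pairing between this miRNA and the transcript may therefore reflect the overlap of the loci, and whether the ends arise by slicing was not tested.

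The miR167:AT3G61310 product had a mean of 0.424 RPM in late heart embryos. The site was significant in 1 of the 3 dcl1-5 globular libraries, which may reflect 5 prime ends that do not depend on DCL1, and it was listed in 0 wild-type globular libraries. For these 4 sites no biological explanation was tested.

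In dcl1-5 globular embryos, miR8176 had 4.97 ± 3.78 RPM, with 1.60 to 9.05 RPM in single libraries, against 0.520 ± 0.475 RPM in wild-type globular embryos (SD, n = 3 each), with 0 to 0.929 RPM. It is below the minimum level used for testing; with no minimum, its log2 change was 1.82 (limma, standard error 0.52, adjusted p = 0.00266), higher in 3 of 3 dcl1-5 libraries than in every wild-type library. Of its 20- to 24-base reads, 99.8% were 23 to 24 bases long in dcl1-5, against 59.5% in wild type, so that reads of other lengths at the locus are a candidate explanation. Whether these reads depend on another DICER-LIKE protein was not tested.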

How the results depend on the processing

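For 19 results that answer a comparison, 378 of the values recomputed under an alternative stayed within the range counted as unchanged and 18 did not. Of 625 values for 57 named families, genes and components, 585 kept their direction and their side of the threshold, 17 were weaker, 11 were stronger, 9 were reversed and 3, shares of variance, moved. Scaling to total miRNA reads accounted for 5 of the weaker, 4 of the stronger and 5 of the reversed values; edgeR on rounded expected counts, chosen after the data were seen, for 2 weaker and 1 stronger; and the replicate block for 0.

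Scaled to total miRNA reads, 11 families were lower and 2 higher in dcl1-5, where RPM gave 41 and 0; the 11 are among the 41. This scaling also reversed the log2 changes of miR165/166 (0.65), miR167 (4.14) and miR396 (3.95) in dcl1-5, that of miR161.1 in transition stages (-0.26) and that of miR156/157 in mature green embryos (0.26). Since total miRNA reads in dcl1-5 were 1.23% of the wild-type total, this scaling measures each family against the residual miRNAs. It moved the log2 change of miR161.1 in transition stages by -0.82 and that of miR156/157 in mature green embryos by 0.35, and the total miRNA level itself had log2 changes of 0.82 and -0.35, so these 2 reversals reflect the common scaling.

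With families of at least 1 RPM in a stage, 103 families differed between stages, 83 were higher and 11 lower in transition stages, and 30 were higher in mature green embryos; with no minimum, these counts were 144, 104, 10 and 48, and 3 families were higher in dcl1-5. More families were then tested, and whether the added families differ in other ways was not tested. Of single mature miRNAs, 164 reached 1 RPM against 349 above 0. The r of the 5-ng against the 50-ng library was 0.831 with a pseudocount of 0.1, 0.949 over families detected in both, 0.868 over individual mature miRNAs and 0.7003 as Spearman's rho; the cause was not tested. At an adjusted p under 0.01, 78 cleavage sites were significant, and with significance in all 3 replicates of a stage, 39 were high-confidence sites; the cause was not tested. The AGL16 correlation was 0.0904 as Spearman's rho in place of an r of -0.196, and r without the 2 farthest stages was 0.581, so the sign rests on those stages.

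Across the fits that each left out one replicate, 38 to 44 families were lower and 0 to 1 higher in dcl1-5, the 1 being miR170-5p (log2 change 0.08, adjusted p = 0.0252) without wild-type globular replicate 1. Between stages 57 to 58 families differed; 43 to 45 were higher and 6 to 9 lower in transition stages, and 12 to 17 higher and 25 to 30 lower in mature green embryos. The log2 change ranged from -0.54 to 0.10 for miR843 in transition stages, and in mature green embryos from -0.30 to 0.43 for miR390 and from -0.26 to 0.21 for miR156/157; none of these was past the threshold with all replicates, and the cause was not tested. The log2 change of total miRNAs in dcl1-5 ranged from -6.62 to -6.06 and the ratio of the highest to the lowest stage from 2.39 to 3.00. Families at 10 RPM numbered 58 to 60, significant cleavage sites 115 to 119 and high-confidence sites 58 to 63. The difference in sites between wild-type and dcl1-5 globular libraries ranged from 19.8 to 24.8, their log2 change of level from -6.37 to -5.10, and the difference between middle and other stages from 18.5 to 20.8. Genes with at least 1 TPM numbered 17302 to 17590.

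With replicates of the same number as a block or pair, 39 families were lower and 0 higher in dcl1-5, and 57 differed between stages, with 44 higher and 7 lower in transition stages and 16 higher and 29 lower in mature green embryos. The log2 change of total miRNAs in dcl1-5 was -6.36 and that of cleavage products -5.71 with pairs, and the ratio of the highest to the lowest stage total had p = 1e-05, the smallest possible; with pairs, the difference in sites between wild-type and dcl1-5 globular libraries was 22.3 (exact permutation p = 0.25, the smallest possible) and that between middle and other stages 19.4 (permutation p = 2e-05). The middle stages were chosen from Figure 4B, so the p for middle against other stages is not an independent test. Choosing the high-confidence sites without the globular libraries gave the same 63 sites and so could not move the result.

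Other splits of the libraries gave fewer calls in most comparisons. Of the 4 splits of the globular libraries that part as many same-numbered pairs, 1, the real one, gave 41 families lower in dcl1-5, and the other 3 gave 0; for families higher in dcl1-5, 4 of the 4 gave as many, 0, with 0 at an unadjusted p under 0.05. With 4 splits the share cannot be small, and the other 6 splits, which part 1 pair, gave 0. Of 100 splits of the wild-type libraries, stages permuted within replicate number and the real one included, 1 gave as many families that differ between stages, 1 as many higher in transition stages and 1 as many lower in mature green embryos, each the real one. For families higher in mature green embryos, 2 of the 100, the real one included, gave as many. For the 7 families lower in transition stages, 6 of the 100 splits, the real one included, gave as many, the largest 24, so that the count by itself does not set the real division apart. Such splits place late libraries among the early ones and can thus also call families that rise with stage, and the libraries of miR831-3p and miR156b-3p, among the 7, did not overlap between the real groups.

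Depth limits early heart and preglobular libraries most: 3 reads correspond to 1.01 to 1.80 RPM in early heart and 0.292 to 1.46 RPM in preglobular libraries. In globular libraries, also of an early stage, 3 reads correspond to only 0.0573 to 0.186 RPM. After thinning to one depth, mature green libraries still had 1.96 times as many detected miRNAs as preglobular libraries, against 3.02 times before thinning. This test was set before the result was seen. It does not address the amount of RNA, whose effect was not separated from that of the stage.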

Differences from the paper's values

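No test in this part was chosen after a result was seen, apart from the alternatives said to be so. The second principal component of the 24 wild-type embryonic libraries held 8.38% of the variance, against the paper's about 4.2% in Fig. 2C, read by eye. No alternative set before the data were examined applies to this value. Over every detected family, a setting chosen after seeing the values, it was 4.10%, and with libraries as observations, also chosen after seeing the values, 17.1%.

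The paper states that high-confidence targets were not detected in dcl1-5 embryos; here 6 of the high-confidence sites were significant in at least 1 dcl1-5 library, and TAS1A and TAS1C in 2 of the 3. The paper gives all but one of its high-confidence targets as lower in dcl1-5; of the 59 sites of Figure 4B, 48 had a lower mean in dcl1-5 than in wild-type globular embryos, 10 were equal or listed in neither, and 1 was higher. Against the wild-type stage with the highest mean of each site, 59 were lower, a comparison that the choice of sites and of stage favours in advance.

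The paper places miR398 among the families that decrease after early embryogenesis; its log2 change in transition relative to pre-cotyledon stages was 1.89, and 1.09 when scaled to total miRNA reads. Of the 12 families in that group, 4 had their highest stage mean at a heart stage. The paper lists TCP24 among targets enriched in embryos relative to the other tissues it examined. Its site was significant in 1 xrn4-5 shoot library, fewer than the 2 replicates needed for a high-confidence site. This does not contradict enrichment, and the floral libraries are not analysed here.

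Smaller differences in number are those of detected families (262), significant sites (119), high-confidence sites (63, for 23 families), transcription factor genes (29) and the fold difference of cleavage products (43.5). None of these is over 1.5 times the paper's value or below it by as much. Over nuclear-encoded transcripts, chosen after seeing the values, PHB, CNA and PHV had 235.3, 186.2 and 131.8 TPM in dcl1-5, against the paper's about 240, 190 and 130 in Fig. 6C, read by eye.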

Other observations

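In this part, the tests on residual miRNA reads, on identical miR166 sequences, on cleavage products in dcl1-5 (AT1G08125 included), on the correlation of miR398 with miR408, and on HAM1 and HAM2 in dcl1-5 were chosen only after the results were seen.

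Residual miRNA reads in dcl1-5 globular libraries were compared with wild-type RNA mixed in at one share. Over 17 families with at least 100 RPM in wild type, the highest remaining share was 117, 29.6 and 8.03 times the lowest in the 3 dcl1-5 libraries, and single wild-type globular libraries, set against the wild-type mean, gave ratios of 11.4, 12.1 and 6.81. Among these 17 families, replicate pools differ as much in 1 dcl1-5 library, replicate 3, where the highest share was 3.14%. For families with lower levels, one share goes against the values: in that library miR840-3p, chosen after its values were seen, had 3.597 RPM against 5.57 to 10.2 RPM in wild-type globular libraries, so a mixture at one share does not account for all residual reads, and whether it adds to those of the 17 families cannot be told. The remaining share did not rise with the share of 23- to 24-base reads across 31 families (Spearman's rho 0.111, permutation p = 0.55; Pearson's r 0.223, permutation p = 0.15; r without the 2 farthest families 0.142), so no such relation was detected; families are not independent replicates. No biological explanation was tested.

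The cleavage products of TAS1A and TAS1C, significant in 2 dcl1-5 libraries, were compared with residual miRNAs. Their family, miR173-5p, had 0% of its wild-type globular level, which was itself low, 0.687 ± 1.19 RPM, with reads in 1 of the 3 libraries. At the median remaining share of all families it would have 0.00586 RPM in dcl1-5, below the 0.0995 to 0.400 RPM that 3 reads correspond to, so these libraries could not have shown it and the products cannot be told apart from residual miRNAs that guide them. At the AT1G08125 site, 1 dcl1-5 library was above and 2 were below every wild-type globular library (exact permutation p = 0.8), so that 5 prime ends that do not depend on DCL1 can be neither proposed nor excluded there.

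HAM1 and HAM2 products were significant in every preglobular library, at 2.58 ± 1.67 and 1.38 ± 1.11 RPM (SD, n = 3), while miR170/171 had 0 reads in these libraries, whose pooled floor was 0.164 RPM. At its globular level of 3.78 ± 1.33 RPM, 69.3 reads would have been counted, so depth alone does not account for the absence. The highest dcl1-5 level was 0.224 times the lowest preglobular level for HAM2 and 0 for HAM1, so the ends were lower without DCL1, although these libraries are of another stage. A candidate explanation is that the products are guided by miRNAs that these libraries do not show, a hypothesis found and tested on the same data; other technical explanations, such as the assignment of reads to loci, were not tested.

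The sequences of miR166a-5p and miR166b-5p are identical, and the deposited levels are the same for both in 4 of the 24 wild-type libraries and divided in other proportions in the rest. The share of miR166a-5p was 50% in each preglobular library and 0% to 4.17% in globular libraries. The division could reflect the assignment of reads between identical copies, and levels of the 2 loci cannot be told apart from that explanation; their sum is what the reads measure.

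Passenger strands were compared with guide strands in 13 hairpins. The log2 ratio of passenger to guide was higher in preglobular than in bent-cotyledon embryos in 7 hairpins and lower in 6, with a median difference of 0.77. In preglobular embryos, however, the guides of miR167, miR170/171 and miR390, the passengers of miR164, miR398 and miR403 and both strands of miR824 had 0 RPM, so that those ratios are set by the pseudocount of 1 RPM. Of the 6 hairpins with a mean above 0 for both strands there, 4 had a higher and 2 a lower ratio, with a median difference of 2.14. The pseudocount also sets part of these ratios. The miR173 guide had 0 RPM in preglobular replicates 1 and 2 and 5.85 RPM in replicate 3, and the miR162 passenger had 0 RPM in replicate 3. The libraries of the 2 stages did not overlap for 5 of the 7, among them miR165/166 (5.27), miR158 (4.43) and, through the pseudocount, miR167 (6.29), nor for 2 of the 6, miR164 (-0.93) and miR403 (-1.45), both through the pseudocount; chance alone separates 3 libraries from 3 in 10% of comparisons. After thinning to one depth the median difference was 0.70. Relative to 50 ng of the same RNA, the ratio was higher in 7 of the 13 hairpins at 5 ng (median change 0.0788), in 5 at 1 ng (median change -0.39) and in 4 at 0.5 ng (median change -1.13), with 1 library per amount. The 5 hairpins that were higher in preglobular embryos without overlap were all higher at 5 ng than at 50 ng, by 0.0788 to 2.74, 3 of them at 1 ng and 2 at 0.5 ng. At 1 ng, the ratio rose by 0.84 for miR165/166, 1.21 for miR158 and 2.75 for miR173, the last by more than its preglobular difference of 2.31. The ratio of miR167 rose by 2.65 at 5 ng and fell by 3.67 at 1 ng and 3.06 at 0.5 ng, and that of miR156 fell by 0.35 and 1.57 at the smaller 2 amounts. Apart from miR173, no rise of these 5 hairpins at 5, 1 or 0.5 ng reached the preglobular difference. Since the amounts disagree and each has 1 library, a small input of RNA can be neither excluded nor taken as enough for the higher ratios, and no change of strand selection with stage is proposed.

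Levels of miR398, miR408-3p and miR408-5p differed between replicates of a stage, with a within-stage SD of 0.77, 0.84 and 1.04 (log2), ranks 5, 4 and 2 among 26 families with at least 50 RPM, where the median SD was 0.42. This spread was at least 18.7 times that from counting reads for miR398 and miR408-3p, a comparison that does not by itself set these miRNAs apart from other families. Within stages, both deviated together over the 24 libraries (r = 0.853, permutation p = 9e-05; Spearman's rho 0.859; r without the 2 farthest libraries 0.857), and 7 of 1711 pairs of families had as large an r (median 0.157), so a shift of all miRNAs does not account for it. A candidate explanation is a difference between pools of embryos or their growth conditions, which the labels do not give; which difference was not tested.

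Single libraries of leaf and floral bud had total miRNA levels of 129480.0 and 52641 RPM, in deposited samples the paper uses for comparison with embryos.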
